# Transcriptomic landscape around wound bed defines regenerative versus non-regenerative outcomes in mouse digit amputation

**DOI:** 10.1371/journal.pcbi.1012997

**Published:** 2025-04-09

**Authors:** Archana Prabahar, Connie S. Chamberlain, Ray Vanderby, William L. Murphy, William Dangelo, Kulkarni Mangesh, Bryan Brown, Barsanjit Mazumder, Stephen Badylak, Peng Jiang

## Abstract

In the mouse distal terminal phalanx (P3), it remains mystery why amputation at less than 33% of the digit results in regeneration, while amputation exceeding 67% leads to non-regeneration. Unraveling the molecular mechanisms underlying this disparity could provide crucial insights for regenerative medicine. In this study, we aim to investigate the tissues within the wound bed to understand the tissue microenvironment associated with regenerative versus non-regenerative outcomes. We employed a P3-specific amputation model in mice, integrated with time-series RNA-seq and a macrophage assay challenged with pro- and anti-inflammatory cytokines, to explore these mechanisms. Our findings revealed that non-regenerative digits exhibit a greater intense early transcriptional response in the wound bed compared to regenerative ones. Furthermore, early macrophage phenotypes differ distinctly between regenerative and non-regenerative outcomes. Regenerative digits also display unique co-expression modules related to Bone Morphogenetic Protein 2 (Bmp2). The differentially expressed genes (DEGs) between regenerative and non-regenerative digits are enriched in targets of several transcription factors, such as HOXA11 and HOXD11 from the HOX gene family, showing a time-dependent pattern of enrichment. These transcription factors, known for their roles in bone regeneration, skeletal patterning, osteoblast activity, fracture healing, angiogenesis, and key signaling pathways, may act as master regulators of the regenerative gene signatures. Additionally, we developed a deep learning AI model capable of predicting post-amputation time and level from RNA-seq data, indicating that the regenerative probability may be “encoded” in the transcriptomic response to amputation.

## Author Summary

In our study, we explore why some mouse digits regenerate after amputation while others do not. When less than one-third of the mouse’s distal digit (P3) is removed, the tissue regenerates, but amputations that remove more than two-thirds fail to regenerate. Understanding this difference could advance regenerative medicine. Using a mouse amputation model, we combined time-series RNA sequencing and macrophage assays to examine the wound environment in regenerative and non-regenerative digits. We discovered that non-regenerative digits exhibit a stronger initial gene activity response compared to regenerative ones. Additionally, the macrophage phenotypes (pro- vs anti- inflammation), differ early on between the two outcomes. Regenerative digits also show unique gene co-expressed networks associated with Bone Morphogenetic Protein 2 (Bmp2), a key factor in bone healing. We also prioritized a list of post-amputation time dependent transcription factors, such as HOXA11 and HOXD11, appear to play crucial roles in regeneration. We also developed an AI model that uses gene activity data to predict the timing and extent of amputations, indicating that the regenerative probability may be “encoded” in the transcriptomic response to amputation. This work sheds light on the molecular and cellular mechanism behind regenerative vs non-regenerative digits and may guide future therapies to improve regenerative outcomes.

## Introduction

Human limb regeneration is inherently restricted, with a limited native regenerative response. Numerous approaches, such as cell transplantation, immune modulation, gene manipulation, and tissue engineering, have been explored to improve these capabilities [1–8]. Nonetheless, the success of these methods is frequently hindered by a lack of complete knowledge about the fundamental understanding of the underlying regenerative mechanisms. A comprehensive understanding of these mechanisms is crucial, as it could revolutionize the field by enabling a shift towards more effective regenerative responses, marking a paradigm shift in therapeutic approaches.

Studies using animal models, particularly mouse digit tip regeneration models, have illustrated the complexity of the regeneration process. For instance, mutation or absence of critical genes, such as Lmx1b [9], can disrupt the regeneration process, leading to non-regenerative outcomes. These findings underscore the intricate nature of digit regeneration and indicate that disruption of essential components can eliminate the ability to regenerate. Despite these insights, it remains largely unclear how to induce regenerative capabilities in normally non-regenerative digits under typical conditions.

In the mouse distal terminal phalanx (P3), regenerative outcomes are mainly determined by the extent of amputation. Amputations removing less than 33% of the distal phalanx lead to complete regeneration, while those removing more than 67% generally result in non-regenerative outcomes [10–14]. This amputation level dependent regeneration phenomenon is analogous to digit tip regeneration in humans [15] and has an intrinsic advantage over studying other commonly used non-mammalian appendage regeneration models such as the salamander limb or zebrafish fin. However, the underlying mechanisms for these amputation level dependent regenerative capabilities remain mysterious.

The blastema, a collection of undifferentiated cells that forms at the amputation site, is thought to play a central role in this regenerative process. It is generally believed that the blastema differentiates into various cell types necessary for digit regeneration [16]. Blastema formation begins around day 7 post-amputation and peaks between days 10-14 post-amputation [14,17]. As a result, most studies have focused on later post-amputation time points [18,19] (at or after post-amputation days 7-14). However, there is a significant gap in research focusing on earlier time points—especially within the first few hours and days after amputation—and a lack of studies that capture high-density time points. Such studies could reveal dynamic molecular changes occurring in the initial stages of regeneration and provide a deeper understanding of the processes driving amputation-level-dependent regenerative outcomes.

In this study, we used a mouse distal terminal phalanx (P3) level specific amputation model combined with an *in vitro* macrophage polarization assay and RNA sequencing to compare regenerative and non-regenerative digits. Our study addressed the following questions: (a) What are the transcriptomic differences between regenerative and non-regenerative digits over time? (b) Do regenerative and non-regenerative digits exhibit distinct macrophage phenotypes following amputation? (c) Are there specific transcription factors that drive the transcriptomic differences observed between regenerative and non-regenerative digits post-amputation? (d) Does gene regulation vary depending on the regenerative or non-regenerative context?

Since the amputation level directly influences the likelihood of digit regeneration, then, predicting the amputation level can forecast the likelihood of regeneration. Additionally, the timing post-amputation is an important factor in measuring the healing process. By leveraging transcriptomic data, we have developed a deep learning (DL) model that can accurately predicts the level of amputation and the timing post-amputation, indicating that the regenerative probability may be “encoded” in the transcriptomic response to amputation.

## Results

### The regenerative capability of mouse distal terminal phalanx (P3) is amputation level dependent

Regeneration of the mouse digit is dependent on the initial level that is removed. If less than 33% of the distal terminal phalanx (P3), including bone, ligaments, soft tissue, etc., is amputated, the digit will regenerate. In contrast, removal of over 67% of the distal phalanx will result in a non-regenerating digit. Fig 1A-D depicts various amputation levels using Hematoxylin and eosin (H&E) stained sections: intact digits (Fig 1A), regenerative digits with amputation levels below 33% (Fig 1B, day 14 post-amputation), intermediate regenerative digits with amputation levels between 33% and 67% (Fig 1C, day 14 post-amputation), and non-regenerative digits with amputation levels exceeding 67% (Fig 1D, day 14 post-amputation).

**Fig 1:**
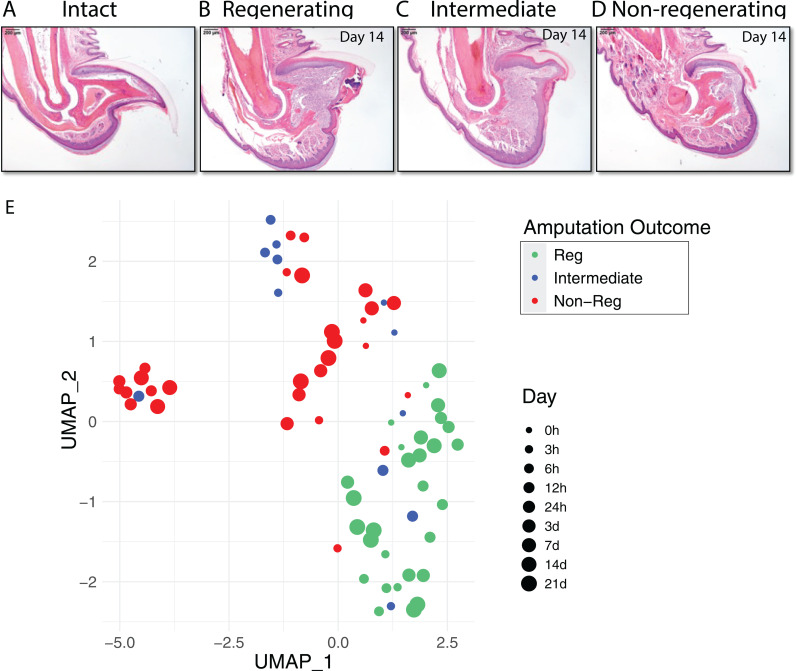
Amputation-level-dependent regenerative capacity of the mouse distal terminal phalanx. (A-D): Hematoxylin and eosin (H&E) stained sections. (A) intact (no amputation); (B) regenerative digits (amputation level < 33%; post-amputation day 14); (C) intermediate amputation (amputation level 33–66%; post-amputation day 14); (D) non-regenerative digits (amputation level > 66%; post-amputation day 14); (E) UMAP of RNA-seq-derived gene expression in the wound bed post-amputation. Dot size represents the post-amputation time (days or hours). Created with Biorender.com.

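The digit data analysed here are from the wound bed of 29 non-regenerative and 12 intermediate digits. Regenerative digits were not analysed here. The non-regenerative digits comprise 3 digits at each of 0, 3, 6, 12 and 24 hours and 3, 14 and 21 days after amputation, and 5 digits at 7 days. The intermediate digits comprise 3 digits at each of 0 hours, 24 hours, 14 days and 21 days. Polyadenylated RNA of each digit was sequenced as 1 library of single-end reads. The authors mapped the reads to the mouse genes of GRCm38 with Bowtie and deposited the expected count of each gene from RSEM, without normalization. They also deposited TPM scaled between libraries by median-by-ratio normalization (normalized TPM). Each table holds 21954 genes. Between 1468749 and 13011782 expected counts per digit were assigned to genes, with a median of 6119869 in the non-regenerative and 6980032 in the intermediate digits. The digit with the fewest counts was taken at 3 hours. For each comparison of 2 groups, the expected counts were rounded, genes with low counts were removed by edgeR's filterByExpr, and the remaining genes were tested with edgeR's quasi-likelihood test after TMM normalization. A gene was called differentially expressed when its Benjamini-Hochberg adjusted p-value was below 0.05 and its mean normalized count plus 1 changed more than 2-fold. The sample labels carry dates that fall into an earlier and a later period, with 24 digits in the earlier and 17 in the later one. The non-regenerative digits at 3 and 12 hours and the intermediate digits at 21 days all carry dates of the earlier period, and the non-regenerative digits at 21 days all carry dates of the later period.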

We conducted RNA sequencing (RNA-seq) at various time points: immediately at the time of amputation (0 hours), and then at 3, 6, 12, 24 hours, and 3, 7, 14, and 21 days post-amputation. The level of amputation ranged from 10% in regenerative digits to 80% in non-regenerative digits. 

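The labels of the 29 non-regenerative digits give amputation levels from 60% to 80%. The level was above 67% in 17 of these digits, at 67% in 1 digit and below 67% in 11 digits. Of the 3 non-regenerative digits at 0 hours, 1 was labelled above 67%, and none of the 3 digits at 12 hours was. The labels of the 12 intermediate digits give levels from 41% to 55%. All 29 digits labelled non-regenerative were kept in that group.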

Our analysis focused on the transcriptomic similarities and differences across these wound bed tissues. As depicted in Fig 1E, the UMAP (Uniform Manifold Approximation and Projection) clearly distinguishes regenerative digits (amputation level <33%) from non-regenerative digits (amputation level >67%), while the intermediate digits (amputation levels ranged from 34% to 67%) exhibit substantial overlap with both groups. This suggests that the intermediate digits may represent a transitional state between regenerative and non-regenerative stages.

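Distances between digits of the same time point were computed as 1 minus Spearman's correlation of the normalized TPM over the 13718 genes with a mean of at least 1. At 0 hours the mean distance was 0.0555 between intermediate and non-regenerative digits and 0.0582 within the groups. The corresponding means were 0.072 and 0.0596 at 24 hours, 0.164 and 0.165 at 14 days, and 0.0648 and 0.057 at 21 days. The means at 14 days rest on 1 non-regenerative digit (replicate b), which was 0.321 to 0.371 away from the other 5 digits, and without it they were 0.0684 and 0.0764. The labels of intermediate replicate a and non-regenerative replicate c at 14 days share their animal mark, date and side. Some digits of different time points share theirs too, such as non-regenerative replicate c at 3 days and replicate a at 7 days. A shared mark therefore does not by itself show a wrong label. A wrong label at 14 days stays possible and would bear on each comparison of the groups there. Both 14-day digits were kept as labelled. Summed over the 4 time points, the distance between groups exceeded the distance within groups by 0.0165 (exact permutation test of the group labels within time points, one-sided, 160000 permutations, p = 0.173). Within single time points the one-sided exact permutation p-values were 0.6, 0.2, 0.4 and 0.1, and 3 digits against 3 cannot give a value below 0.1. The sum ranged from -0.0316 without 1 intermediate digit at 14 days (replicate c) to 0.0969 without 1 non-regenerative digit at 14 days (replicate a), where p was 0.0189 (exact permutation test). That highest value keeps the distant replicate b in a smaller group. Leaving out replicate b instead gave a sum of 0.00936 (exact permutation test, p = 0.284). Pairs that join the groups were 0.0786 ± 0.0835 apart (SD, n = 12 pairs) when both digits carried dates of the same period and 0.0943 ± 0.0846 apart (SD, n = 24 pairs) when they did not. Within the non-regenerative group these values were 0.0947 ± 0.113 (SD, n = 6 pairs) and 0.119 ± 0.121 (SD, n = 6 pairs), and within the intermediate group 0.0535 ± 0.0117 and 0.072 ± 0.0199 (SD, n = 6 pairs each). Without replicate b at 14 days the values between groups were 0.0547 ± 0.0104 (SD, n = 11 pairs) and 0.07 ± 0.0188 (SD, n = 22 pairs), and those within the non-regenerative group 0.0494 ± 0.0234 and 0.0705 ± 0.0215 (SD, n = 5 pairs each).

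**Figure D1:**
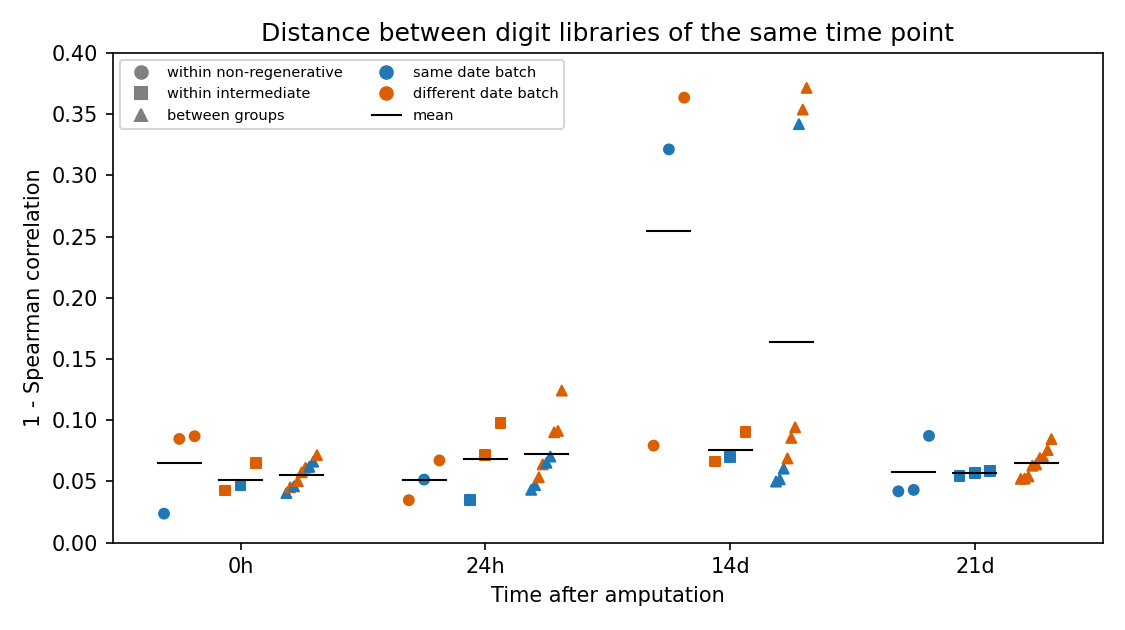
Distance (1 minus Spearman's correlation, no unit) of each pair of digits taken at the same time after amputation, split into pairs within the non-regenerative group, within the intermediate group and between them, and coloured by whether both digits carry dates of the same period; each line is the mean of its pairs. At 14 days the means are 0.164 between groups and 0.165 within groups, against 0.072 and 0.0596 at 24 hours; the 5 pairs above 0.3 at 14 days all include non-regenerative replicate b, without which the means are 0.0684 and 0.0764.

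With edgeR, no gene was called between intermediate and non-regenerative digits at 0 hours, 24 hours or 14 days. There 491 of 13500, 1472 of 13024 and 270 of 13421 tested genes had an unadjusted p-value under 0.05. DESeq2 called 15, 155 and 2 genes at these time points, and an empirical Bayes model called 37, 138 and 17. With all digits in 1 fit, 1 gene was called at 24 hours, both with and without the period as a term. At 21 days, 89 of 13736 tested genes were called, 6 higher and 83 lower in the intermediate digits, and 1927 had an unadjusted p-value under 0.05. The 21-day groups carry dates of different periods, so the group and the period cannot be told apart within that comparison, and 0 genes were called when all 41 digits were fitted together, both with the period as a term (169 at an unadjusted p-value under 0.05) and without it (279). Leaving out 1 digit moved the 24-hour count most, from 0 to 652 genes without replicate a of the intermediate digits. That digit is the only intermediate one at 24 hours with a date of the earlier period, which 2 of the 3 non-regenerative digits carry, so without it the group goes largely with the period. At 21 days the counts with 1 digit left out ran from 0 to 119. From the overlap of the intermediate digits with both other groups in Fig 1E, the paper proposes that they represent a transitional state.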

### Non-regenerative digits exhibit more severe early transcriptional response to amputation compared to regenerative digits

To better understand the differences between regenerative and non-regenerative digits, we focused on the transcriptional activity post-amputation, as these patterns can provide critical insights into the molecular mechanisms driving regeneration. After amputation, we investigated whether transcriptional activity is consistently high or low, or exhibits fluctuations such as sudden bursts at specific time points. 

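Consecutive time points of the non-regenerative digits were compared with each other. Between 0 and 3 hours no gene was called among 12562 tested, and 1362 had an unadjusted p-value under 0.05. Between 3 and 6 hours 13 of 12291 tested genes were called, of which 11 rose and 2 fell. Between 6 and 12 hours 8 of 12482 tested genes were called, and all of them rose. Leaving out 1 digit gave from 0 to 84 genes in the first of these windows, from 0 to 186 in the second and from 0 to 181 in the third. The highest of these counts came without replicate a at 0 hours, replicate c at 3 hours and replicate a at 6 hours, respectively. Without replicate a, the digits at 0 hours all carry dates of the later period and those at 3 hours of the earlier one. The 84 genes therefore cannot be told apart from the period. An empirical Bayes model and DESeq2's test on the same digits gave higher counts, with 237, 436 and 206 genes from the former and 205, 365 and 229 from the latter. With all digits in 1 fit the counts were 1, 29 and 0, and with the date period as a further term they were 2, 39 and 1.
Coordinates are those of GRCm38. Between 3 and 6 hours the largest rise was in Sh2d5 (chromosome 4, 138250403 to 138261332), which overlaps Kif17 on the same strand, so that its counts are uncertain. Its normalized count was 11.8 ± 13.3 (SD, n = 3) at 3 hours and 388 ± 91.2 (SD, n = 3) at 6 hours, a log2 fold change of 4.94 (standard error 0.63, adjusted p = 0.041 from edgeR's quasi-likelihood test). Krt17 (chromosome 11, 100256217 to 100261029) rose from 470 ± 229 to 2662 ± 297 normalized counts (SD, n = 3 each), by 2.50 on the log2 scale (adjusted p = 0.041, edgeR). The genes that fell were the transcription factors Fosb (chromosome 7, 19302696 to 19310051) and Atf3 (chromosome 1, 191170296 to 191218039). Fosb went from 2652 ± 1315 to 178 ± 108 normalized counts (SD, n = 3 each) and fell by 3.90 on the log2 scale, and Atf3 went from 503 ± 244 to 34.1 ± 17.4 (SD, n = 3 each) and fell by 3.87 (adjusted p = 0.041 for both, edgeR). Atf3 overlaps a small gene on the other strand.

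**Figure D2:**
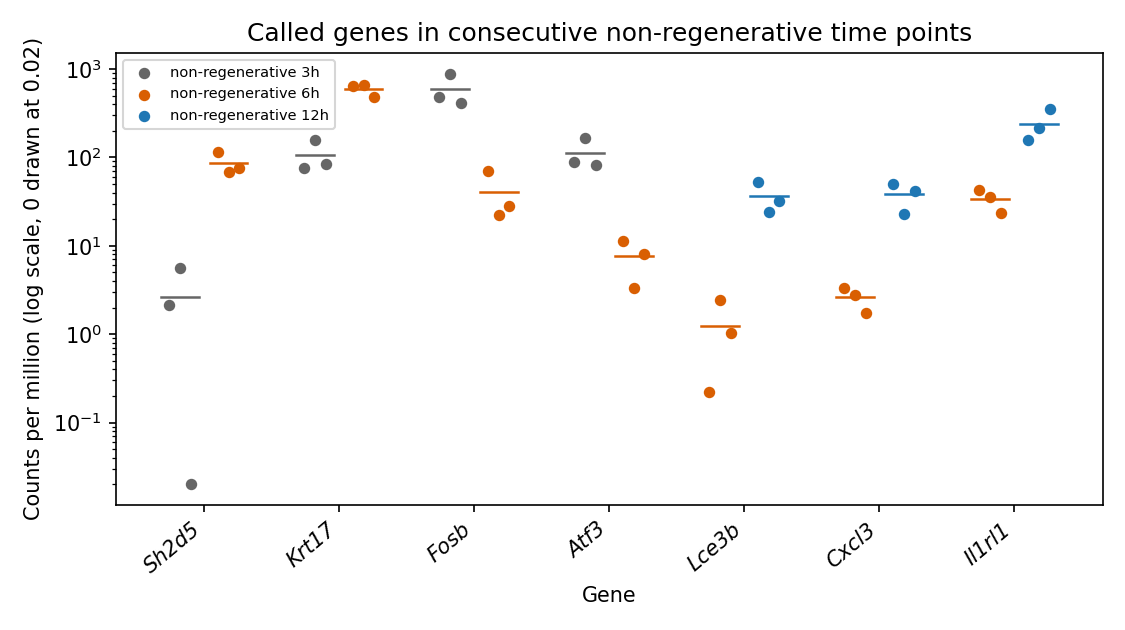
CPM (log scale) of 4 genes in the non-regenerative digits at 3 and 6 hours and of 3 genes at 6 and 12 hours; each dot is 1 digit and each line the mean of 3 digits. Fosb and Atf3 are lower in every digit at 6 hours than at 3 hours, and the other 5 genes are higher in every digit of the later time point.

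Between 6 and 12 hours the 3 largest rises were in Lce3b, Cxcl3 and Il1rl1. Lce3b (chromosome 3, 92932979 to 92934097) rose from 7.72 ± 7.05 to 224 ± 105 normalized counts (SD, n = 3 each), by 4.86 on the log2 scale (adjusted p = 0.0387, edgeR). Cxcl3 (chromosome 5, 90786103 to 90789600) encodes a chemokine and rose from 16.7 ± 4.51 to 234 ± 92.2 (SD, n = 3 each), by 3.83 (adjusted p = 0.0272, edgeR). Il1rl1 (chromosome 1, 40429570 to 40465415) encodes a receptor and rose from 217 ± 52.0 to 1447 ± 529 (SD, n = 3 each), by 2.74 (adjusted p = 0.0272, edgeR). Krt17, Lce3b and Cxcl3 belong to gene families whose reads the counting could have split between members. All 7 named genes kept their direction with each of the 6 digits left out in turn, and each lost its call in 4 or 5 of the 6 fits.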

We noted a significant transcriptional burst in non-regenerative digits (amputation level >67%) within the first 12 hours post-amputation (Fig 2A), suggesting an immediate and strong early transcriptional response to injury. In contrast, regenerative digits (amputation level <33%) did not exhibit significant early transcriptional burst, showing only a marginal increase transcriptional activity compared to later time points (Fig 2A). This suggests that regenerative digits exhibit more stable gene expression patterns post-amputation, while non-regenerative digits show a stronger response to the injury.

**Fig 2:**
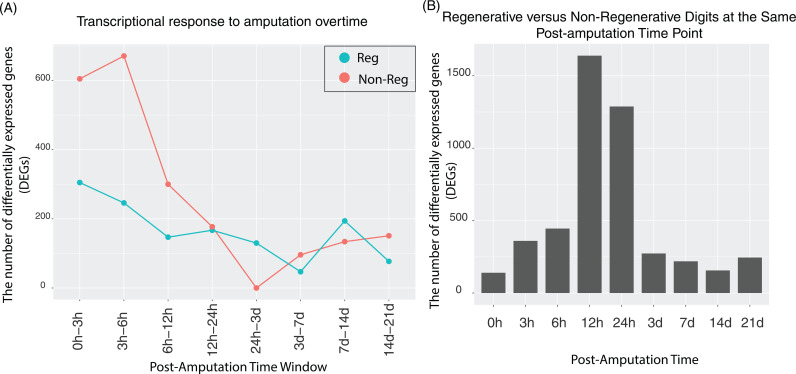
Differentially expressed genes (DEGs) in regenerative vs. non-regenerative digits. (A) DEGs identified at various time intervals following amputation; (B) DEGs comparing regenerative and non-regenerative digits at the same post-amputation time point.

We further analyzed the number of genes differentially expressed between regenerative and non-regenerative digits at the same post-amputation time point. As shown in Fig 2B, there was minimal transcriptomic difference between regenerative and non-regenerative digits at the time of amputation (0 hour), indicating that inherent positional differences between regenerative and non-regenerative digits are minimal. This suggests that the differences in healing outcomes (regenerative versus non-regenerative) are primarily driven and initiated by changes that occur post-amputation (e.g., cell migration, proliferation and differentiation) rather than by pre-existing positional differences. 

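Between 12 and 24 hours no gene was called in the non-regenerative digits among 12745 tested, and 1206 had an unadjusted p-value under 0.05. DESeq2 called 96 genes and the empirical Bayes model 111 in this window. Between 24 hours and 3 days 358 of 12974 tested genes were called, 164 higher and 194 lower at 3 days. That count was 0 without replicate c at 24 hours and 683 without replicate b at 3 days. It was 2 among the digits labelled above 67%, which here only leaves out replicate a at 24 hours, and 17 with all digits in 1 fit, or 23 with the date period as a further term. In the 3 later windows no gene was called, with 167 of 12945 tested genes at an unadjusted p-value under 0.05 between 3 and 7 days, 1098 of 13405 between 7 and 14 days and 451 of 13749 between 14 and 21 days. With all digits in 1 fit, 2164 genes were called between 7 and 14 days, and 2321 when the date period was a term. Among genes with a median of at least 20 CPM, replicate b at 7 days had 376 at 0 counts and replicate b at 14 days 56. No fit of all digits without these libraries was made for this window. With the digits of the 2 time points alone, 0 genes were called with any 1 digit left out. Simulated counts with the means and spread of the digits at 14 and 21 days, in which 200 genes were changed 4-fold, gave 0 calls with the same test, so that changes of this size were not detectable between these groups. From the number of differentially expressed genes in the early windows of Fig 2A, the paper proposes an immediate and strong response of the non-regenerative digits to injury.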

From 12 to 24 hours post-amputation, both regenerative and non-regenerative digits exhibited a similar number of differentially expressed genes (Fig 2A). However, these time points marked the period with the most significant transcriptomic differences between the regenerative and non-regenerative digits (Fig 2B). This suggests that regenerative and non-regenerative digits follow distinct transcriptomic activity patterns post-amputation, and the major differences peaks at early time points (e.g., ~ 12-24 hours post-amputation).

The significant early transcriptional burst observed in non-regenerative digits highlights a more severe initial response to amputation compared to regenerative digits. The highest number of differentially expressed genes between regenerative and non-regenerative digits occurs at early post-amputation time points. These early transcriptional differences underscore the critical role of initial molecular responses in determining the divergent healing outcomes between regenerative and non-regenerative digits. To rule out the transcriptomic differences are potentially driven by cell composition changes instead of transcription changes, we performed a bulk RNA-seq deconvolution study. The deconvolution analysis did not identify any statistically significant differences in immune cell types between regenerative and non-regenerative digits at any post-amputation time point. The only notable difference in cell type composition was observed for smooth muscle like cell types (S3 Table), which exhibited statistically significant differences at both the time of amputation (0h) (adjusted p-value = 0.04) and post-amputation day 7 (adjusted p-value = 0.02). These findings suggest that while some differences in cell composition were detected, the majority of differentially expressed genes (DEGs) are likely driven by transcriptional changes rather than shifts in cell population composition.

### Macrophage polarization patterns in early time points distinguish the regenerative and non-regenerative outcomes

In mammals, macrophages are known to play a major role in tissue regeneration [20–22]. The general notion is that tissue regeneration follows a biphasic inflammatory pattern where the early phase is dominated by pro-inflammatory signals and macrophages exhibit a classically activated, or M1, phenotype. These M1 macrophages release cytokines and other factors that are crucial for clearing pathogens and debris, thus setting the stage for healing. As the regenerative process progresses, there is a shift towards an anti-inflammatory environment, where alternatively activated, or M2, macrophages predominate. These M2 macrophages facilitate tissue repair and regeneration by secreting anti-inflammatory cytokines and growth factors, supporting angiogenesis, and remodeling the extracellular matrix. Thus, the transition from a pro-inflammatory to an anti-inflammatory phase is critical for successful tissue regeneration [23]. Previous studies have shown that depletion of macrophages will completely repress the mouse digit tip regeneration [22]. However, the role of macrophage polarization to modulate the digit regeneration outcomes remains uncertain—for instance, it’s unclear whether regenerative digits undergo a different macrophage polarization trajectory compared to non-regenerative digits. Assessing the role of macrophage polarization in digit regeneration is technically challenging. This is due to the fact that most of the canonical M1 and M2 markers are context-dependent [24]. To address potential biases in defining M1-like or M2-like macrophages based solely on a few canonical markers, we adopted an *in vitro* approach to refine these classifications. 

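The macrophage data analysed here are from 3 libraries each of M0, M1 and M2 macrophages. The authors deposited expected counts and normalized TPM made in the same way as for the digits, and both tables list the same 21954 genes. Between 15683424 and 27904773 expected counts per library were assigned to genes, with medians of 22821432 in M0, 25279776 in M1 and 24212482 in M2 macrophages. M1 and M2 were each compared with M0 by the test and threshold used for the digits. The same 3 M0 libraries entered both comparisons. Their labels call them a baseline without a time, the methods name basal medium and Fig 3A names ECM, so whether M0 was kept in culture for the same 24 hours as M1 and M2 is uncertain. No date or other batch is given for the macrophages.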

We exposed bone marrow-derived macrophages to pro-inflammatory cytokines (IFN-γ and LPS) and anti-inflammatory cytokines (IL-4), and compared their responses to control (M0) macrophages. Through RNA-seq, we systematically identified gene signatures characteristic of M1-like and M2-like states. As illustrated in Fig 3A, we identified 2,728 M1 and 1,355 M2 macrophage gene markers, up-regulated in macrophages stimulated by IFN-γ/LPS and IL-4, respectively. This comprehensive list of M1 and M2 markers is used to assess macrophage polarization during the digit regeneration process (comparing regenerative and non-regenerative digits). This approach provides an unbiased and robust comparison, unlike the use of a few canonical M1 and M2 markers. 

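Of 12939 genes tested between M1 and M0 macrophages, 2602 were called higher and 3358 lower in M1. Of 12976 genes tested between M2 and M0, 1427 were called higher and 1469 lower in M2. The 2 sets of higher genes share 644 genes. The largest change came from dropping the fold threshold, which gave 5252 and 4853 higher genes. With 1 library left out, the counts ran from 2604 to 2704 in M1 and from 1384 to 1575 in M2.
The genes with the largest changes were all called in each of the 6 fits that left out 1 library. Nos2 (chromosome 11, 78920787 to 78960254), which encodes a nitric oxide synthase, had 19.3 ± 9.16 normalized counts in M0 and 123643 ± 2510 in M1 (SD, n = 3 each), a log2 fold change of 12.69 (standard error 0.15, adjusted p = 1.02e-14 from edgeR's quasi-likelihood test). Clic5 (chromosome 17, 44188584 to 44280172) had 11.9 ± 3.59 and 33605 ± 974 (SD, n = 3 each), a log2 fold change of 11.44 (adjusted p = 4.05e-15, edgeR). Il23r (chromosome 6, 67422932 to 67491855) had 0 counts in every M0 library and 531 ± 30.1 normalized counts in M1 (SD, n = 3). Counted against a floor of 3 counts, it was at least 126-fold higher in M1. Slco2b1 (chromosome 7, 99657804 to 99711340) and Adgre4 (chromosome 17, 55749984 to 55853662) had at most 2 counts in any M1 library and were at least 875-fold and at least 242-fold lower. Hpgd (chromosome 8, 56294585 to 56321043) fell by 8.32 on the log2 scale, from 1712 ± 316 to 5.56 ± 2.05 normalized counts (SD, n = 3 each). These 3 genes overlap other annotated genes, so that their counts carry that uncertainty.

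**Figure D3:**
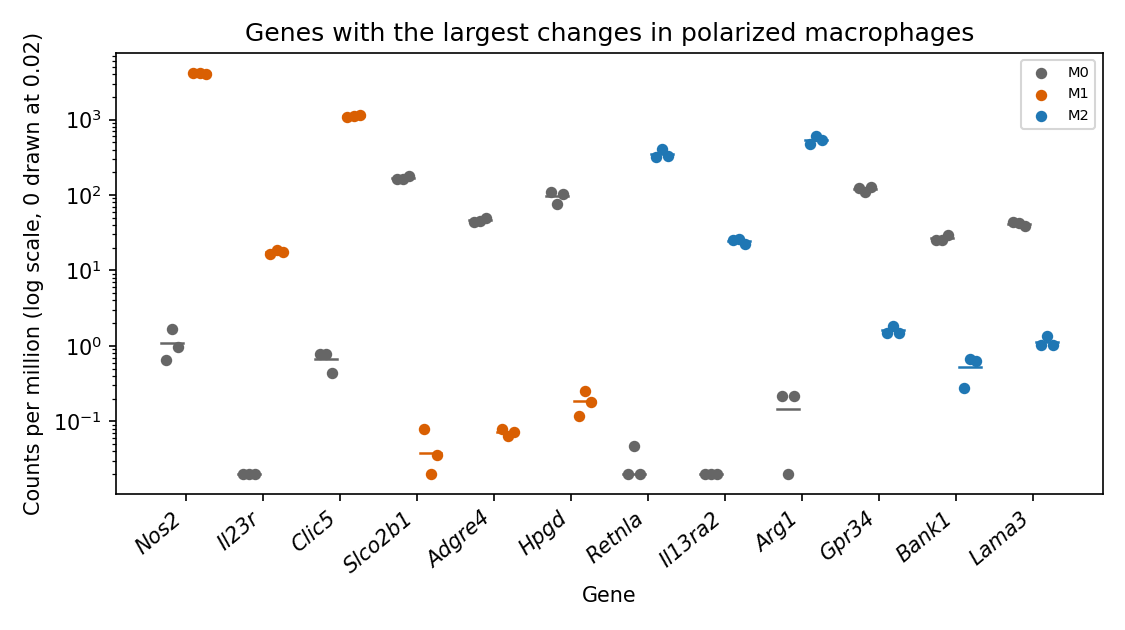
CPM (log scale, with 0 drawn at the lower edge) of the 6 genes with the largest changes in M1 and the 6 in M2 macrophages, each beside M0; each dot is 1 library and each line the mean of 3 libraries. In all 12 genes every polarized library lies on the same side of every M0 library.

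In M2 macrophages, Arg1 (chromosome 10, 24915221 to 24927484), which encodes an arginase, had 3.47 ± 3.00 normalized counts in M0 and 13300 ± 1443 in M2 (SD, n = 3 each), a log2 fold change of 11.80 (standard error 0.20, adjusted p = 1.65e-11, edgeR). Retnla (chromosome 16, 48842551 to 48844461) had at most 1 count in any M0 library and was at least 2520-fold higher. Il13ra2 (chromosome X, 147383476 to 147429192) had 0 counts in M0 and was at least 176-fold higher. The largest falls were in Gpr34 (chromosome X, 13632089 to 13640858), Bank1 (chromosome 3, 136053363 to 136326066) and Lama3 (chromosome 18, 12333819 to 12583013), which fell by 6.15, 5.62 and 5.14 on the log2 scale. All 3 overlap other annotated genes, Gpr34 the gene Cask on the other strand. Among 7 textbook M1 markers, 7 were called higher in M1 and 5 higher in M2. Among 7 textbook M2 markers, 6 were called higher in M2, and of the 5 of them tested in M1, 1 was called higher and 4 lower. Adjusted over the list alone, the counts in the macrophages each list stands for were again 7 and 6. The paper takes the genes higher than in M0 as its M1 and M2 markers and uses them to assess polarization in the digits.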

We compared these markers with genes up-regulated in regenerative and non-regenerative digits post-amputation over time, relative to the time of amputation, to discern the specific macrophage phenotypes (M1 or M2) active during different phases of digit regeneration. 

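Genes called higher than at 0 hours were counted for each later time point of the non-regenerative digits. The paper's text gives the time of amputation as the reference, and the legend of Fig 3 gives intact controls, which were not analysed here. None was called at 3 hours, where 1362 of 12562 tested genes had an unadjusted p-value under 0.05. The counts were 425 at 6 hours, 884 at 12 hours, 747 at 24 hours, 74 at 3 days, 4 at 7 days and 54 at 21 days. None was called at 14 days, where 1044 of 13567 tested genes had an unadjusted p-value under 0.05. Of these genes, 142 at 6 hours, 319 at 12 hours, 252 at 24 hours, 28 at 3 days, 0 at 7 days and 4 at 21 days were M1 markers. The 4 at 21 days, Fndc1, Lox, Megf6 and Mmp14, are named because of their small number, after the values were seen. Dropping the fold threshold raised the M1 overlap at 12 hours to 743 genes, and with all digits in 1 fit it was 121. With the date period as a further term in that fit, the overlap was 51 at 6 hours, 92 at 12 hours, 99 at 24 hours, 10 at 3 days, 31 at 7 days and 130 at 14 days. Single digits moved several counts. Without replicate c at 0 hours the overlap at 6 hours was 39, without replicate b at 3 days that of day 3 was 62, and without replicate b at 7 and at 14 days those of the same days were 21 and 41.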

Notably, non-regenerative digits (amputation level >67%) exhibited a sharp increase in M1 (pro-inflammatory) macrophage activation within the first 3 days (Fig 3B), followed by a rapid decline in M1 signals. In contrast, regenerative digits (amputation level < 33%) showed significantly lower levels of M1 macrophage activity in the first 3 days but in a very similar level at later time points. Interestingly, the M2 (anti-inflammatory) macrophage signals mirrored the M1 signals in both regenerative and non-regenerative digits (Fig 3C). 

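The number of M2 markers among the genes called higher than at 0 hours was 0 at 3 hours, 106 at 6 hours, 233 at 12 hours, 170 at 24 hours, 18 at 3 days, 3 at 7 days, 0 at 14 days and 14 at 21 days. The 3 genes at 7 days, Bcat1, Cthrc1 and Ctsk, were likewise named after the values were seen. Genes that are markers of both states made up 52 of those at 6 hours, 129 at 12 hours, 94 at 24 hours and 13 at 3 days. Without replicate c at 0 hours the M2 overlap at 6 hours was 20, without replicate b at 3 days that of day 3 was 40, and without replicate b at 7 and at 14 days those of the same days were 21 and 53. With all digits in 1 fit and the period as a term it was 30 at 6 hours, 59 at 12 hours, 61 at 24 hours, 8 at 3 days, 27 at 7 days and 112 at 14 days. From the counts of Fig 3B and Fig 3C, the paper states that M1 activation in non-regenerative digits rose within the first days and then declined, and that the M2 signals followed the same course.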

We then calculated the M1/M2 ratio—the ratio of up-regulated genes post-amputation overlaid with M1 and M2 markers (Fig 3D). 

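In the non-regenerative digits the M1/M2 ratio was 1.34 at 6 hours (95% Wilson interval of the M1 share, written as a ratio, 1.04 to 1.72), 1.37 at 12 hours (1.16 to 1.62), 1.48 at 24 hours (1.22 to 1.80) and 1.56 at 3 days (0.87 to 2.79). It was 0 at 7 days (0 to 1.28), from 0 M1 and 3 M2 markers, and 0.29 at 21 days (0.1 to 0.83). No ratio exists at 3 hours and 14 days, where both overlaps were 0. The intervals cover counting error only and treat the genes as independent, although genes in both marker sets enter both counts. The M1 set is the larger one, so random genes do not give a ratio of 1. Random draws of genes matched on abundance had a median ratio of 1.90 at 6 hours, 1.89 at 12 hours and 1.88 at 24 hours. Without the fold threshold the sets held 5252 and 4853 genes in place of 2602 and 1427. The ratio, which depends on the set sizes, was then below 1 at the early time points, at 0.86, 0.88 and 0.84 for 6, 12 and 24 hours. With the genes in both marker sets left out it was 1.67 at 6 hours, 1.83 at 12 hours, 2.08 at 24 hours and 3.0 at 3 days. With 1 library left out it ran from 1.23 to 1.95 at 6 hours, from 1.32 to 1.48 at 12 hours and from 1.41 to 1.66 at 24 hours.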

Our findings indicate a distinction between regenerative and non-regenerative digits during the early post-amputation period, beginning at 6 hours and becoming more pronounced from 12 hours to day 3 (P = 0.04; paired t-test). During this critical window, regenerative digits exhibit a lower M1/M2 ratio, suggesting reduced inflammation, which may contribute to a more favorable environment for effective regeneration.

**Fig 3:**
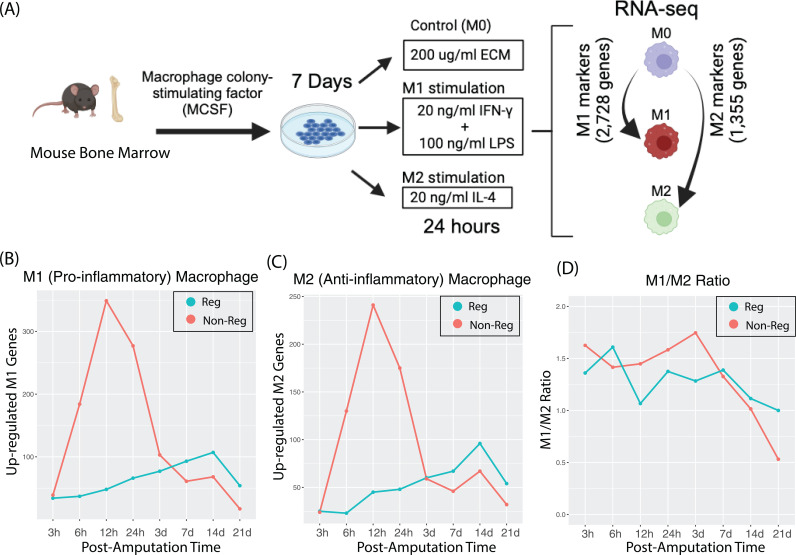
Macrophage polarization patterns post-amputation. (A) Workflow for identifying gene markers associated with pro-inflammatory (M1) and anti-inflammatory/pro-regenerative (M2) macrophages; (B) Number of upregulated genes overlapping with M1 (pro-inflammatory) markers in regenerative and non-regenerative digits relative to intact controls; (C) Number of upregulated genes overlapping with M2 (anti-inflammatory) markers in regenerative and non-regenerative digits relative to intact controls; (D) M1/M2 ratio (number of upregulated genes overlapping with M1 markers divided by those overlapping with M2 markers) in regenerative and non-regenerative digits compared to intact controls.

### Identifying biological process distinguish regenerative and non-regenerative digits

For each time point, we identified genes that were either up-regulated or down-regulated in regenerative digits compared to non-regenerative digits. We then performed a Gene Ontology (GO) enrichment analysis, and identified a broad spectrum of biological processes enriched in these differentially expressed genes (see S1 and S2 Tables: enriched GO terms for up- and down- regulated genes, respectively). We further prioritized these enriched biological processes based on their enrichment (adjust P-values < 0.05) consistency across multiple time points. Notably, for genes up-regulated in regenerative digits, five GO terms were consistently enriched (adjust P-values < 0.05) across all time points: BMP signaling pathway (Fig 4A), Cellular response to BMP stimulus (Fig 4B), Ossification (Fig 4C), Osteoblast differentiation (Fig 4D), and Response to BMP (Fig 4E). The BMP signaling pathway, critical for digit regeneration, enhances osteoblast differentiation and bone formation, and supports chondrogenesis, angiogenesis, and interactions with vital pathways such as Wnt and FGF. The consistent enrichment of the BMP associated pathway regenerative digits underscores their importance in regeneration. Ossification and osteoblast differentiation, crucial for bone formation, are consistently enriched in the up-regulated genes of regenerative digits compared to non-regenerative ones in all time points. This suggests that digits with less than 33% amputation are actively involved in bone tissue regeneration, demonstrating a strong regenerative capability.

**Fig 4:**
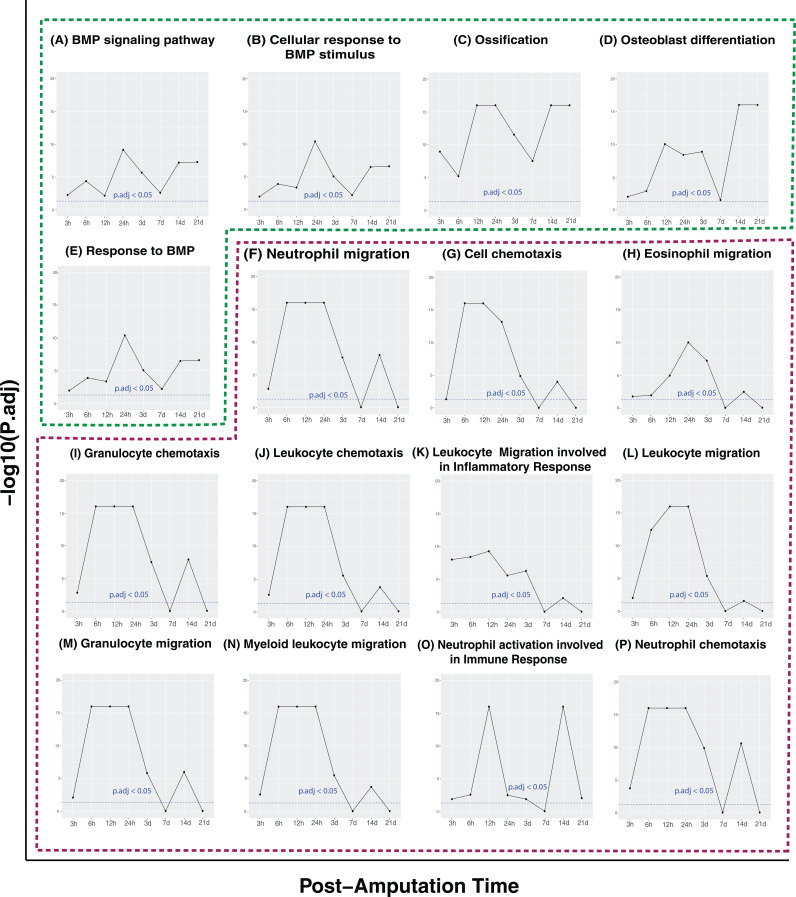
Consistently enriched GO terms across post-amputation time points comparing regenerative versus non-regenerative digits. Panels (A–E) highlight the top five GO terms that remain consistently enriched (adjusted p-values < 0.05) across all time points. Panels (F–P) display the top-ranked consistently enriched GO terms for downregulated genes, with rankings based on the number of post-amputation time points showing significant enrichment (adjusted p-values < 0.05).

In contrast, the most consistently enriched GO terms for genes down-regulated in regenerative digits across time points were related to immune responses (Fig 4F-P), such as Leukocyte migration involved in inflammatory response, Neutrophil chemotaxis, Neutrophil migration, Granulocyte chemotaxis, Myeloid leukocyte migration, Leukocyte chemotaxis, Granulocyte migration, Leukocyte migration, Eosinophil migration, Cell chemotaxis, and Neutrophil activation involved in immune response. This further suggest that non-regenerative digits exhibit heightened inflammatory responses.

### Regenerative and non-regenerative digits exhibit distinct Bmp2 associated co-expression modules

Bone Morphogenetic Protein 2 (Bmp2), a key member of the Transforming Growth Factor-Beta (TGF-β) superfamily, plays a pivotal role in both developmental biology and osteogenesis. Bmp2 is extensively involved in numerous developmental processes including digit formation and osteogenesis [3,4,25]. Multiple studies have shown that delivery Bmp2 can promote bone regeneration [5,26]. We investigated whether regenerative digits tend to have higher expression of Bmp2 compared to non-regenerative digits. Interestingly, while there is a slight increase in Bmp2 expression in regenerative digits compared to non-regenerative digits, particularly between days 3 and 7 post-amputation, the differences are not statistically significant, with differential expression p-values ranging from 0.12 (day 7) to 1 (24 hours) (S1 Fig). This suggests that the role of Bmp2 in digit regeneration may extend beyond simple increase the expression levels. Considering Bmp2’s role in bone remodeling and homeostasis [25], we hypothesize that the genes co-expressed with Bmp2 differ between regenerative and non-regenerative digits. These differences may arise from the distinct biological environments and molecular processes that promote regeneration in regenerative digits versus those favoring scar formation or impaired healing in non-regenerative digits. 

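Spearman's correlation with Bmp2 (chromosome 2, 133552159 to 133562885) was computed over the 29 non-regenerative digits from the normalized TPM, for the 18960 genes above 0 in at least 1 of them. Bmp2 was at 6.52 ± 0.155 normalized TPM (SD, n = 3) at 0 hours, at 13.8 ± 7.87 (SD, n = 3) at 6 hours and at 3.23 ± 2.93 (SD, n = 5) at 7 days. Its correlation was above 0.5 for 672 genes and below -0.5 for 447 genes. When the Bmp2 values were shuffled over the digits 100 times, from 7 to 441 genes passed 0.5, with a median of 40, and no shuffle reached the observed count.

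**Figure D4:**
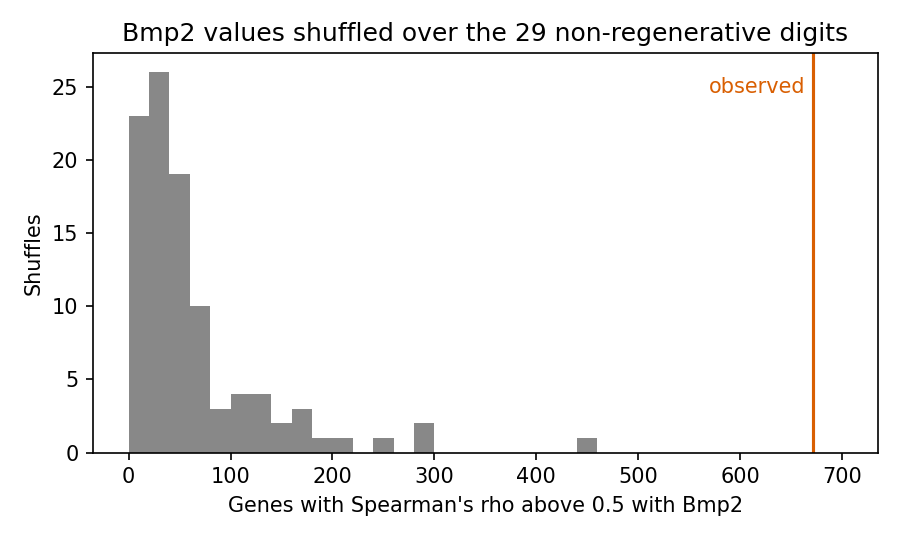
Number of genes with Spearman's rho above 0.5 with Bmp2 in each of 100 shuffles of the Bmp2 values over the 29 non-regenerative digits; the line marks the observed number. The shuffles lie between 7 and 441 genes and the observed number is 672.

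Only the 16 digits with dates of the earlier period gave 1283 genes and only the 13 of the later period gave 1205. The 2 lists share 110 genes, where 87 would be shared if they were independent. These 2 fits were chosen after the values were seen. Subtracting the mean of each time point from log2 of the normalized TPM plus 1 moved the list most, to 311 genes, of which 72 are among the 672. Without the 12-hour digits 372 genes passed, and without the 3-hour digits 1153.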

To test the hypothesis, we identified 294 genes co-expressed with Bmp2 in regenerative digits and 626 in non-regenerative digits (Spearman’s Rho > 0.5), respectively. Interestingly, only 42 genes were common between the two sets (Fig 5). Gene Ontology (GO) enrichment analysis of these genes revealed distinct top enriched GO terms in regenerative versus non-regenerative digits (Fig 5). This indicates that the Bmp2-associated co-expression modules are markedly different in regenerative compared to non-regenerative digits, suggesting a potential Bmp2 associated unique regulatory mechanisms depending on the regenerative versus non-regenerative capacity of the digits.

**Fig 5:**
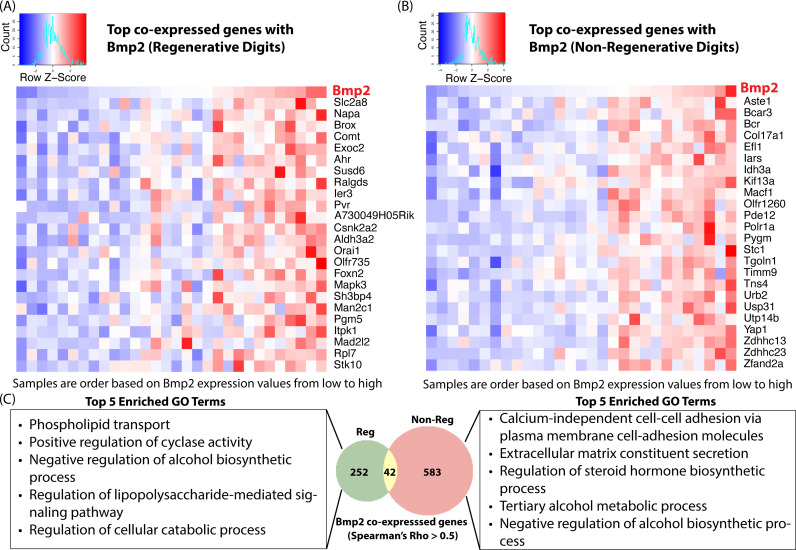
Context-dependent co-expression of Bmp2 gene. (A) Top co-expressed genes with Bmp2 in regenerative digits; (B) Top co-expressed genes with Bmp2 in non-regenerative digits; (C) Overlapping of top co-expressed genes with Bmp2 in regenerative versus non-regenerative digits, and enriched GO terms.

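The 24 genes that could be read in panel B were ranked by their correlation with Bmp2 over the same 29 non-regenerative digits. All 24 were among the 26 genes with the highest rho, and Pde12, Kif13a and Usp31 held ranks 1, 2 and 3. Since the panel shows genes picked on these libraries, this ranking is not independent evidence for them.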

Bmp2 is a growth factor that plays a crucial role in bone and digit regeneration by promoting osteoblast differentiation and bone formation. Cyclases, such as adenylyl cyclase, are also essential in bone regeneration, as they influence signaling pathways that regulate osteoblast activity [27]. The Gene Ontology (GO) term “Positive regulation of cyclase activity” is among the top five enriched GO terms in Bmp2 co-expressed genes in regenerative digits (Fig 5C). This suggests that Bmp2 and cyclases are functionally synchronized, contributing to the same biological processes—osteoblast differentiation and bone formation. However, their co-expression does not necessarily imply direct interaction; rather, it indicates that they are performing similar or complementary functions within the same regenerative pathway.

In contrast, the GO terms “Calcium-independent cell-cell adhesion” and “Extracellular matrix constituent secretion” are among the top enriched GO terms in Bmp2 co-expressed genes in non-regenerative digits (Fig 5C). Numerous studies have demonstrated that calcium-independent cell adhesion molecules play a significant role in fibrosis [28], a process characterized by excessive scar tissue formation and tissue damage. Fibrosis involves the abnormal accumulation of extracellular matrix proteins, leading to scar formation that accelerates wound closure but does not restore functional tissue. Similarly, “Extracellular matrix constituent secretion” is closely associated with fibrosis [29].

These findings suggest that in non-regenerative digits, Bmp2 co-expressed genes are less likely to promote digit regeneration. Instead, the fibrosis and wound closure signaling pathways appear to compete with the bone formation signals driven by Bmp2. Rather than promoting the formation of functional bone tissue, these co-expressed genes could facilitate the development of non-functional scar tissue, ultimately leading to wound closure without true regeneration.

### Prioritizing key regulators responsible for transcriptomic variations between regenerative and non-regenerative digits

In a comparison of regenerative and non-regenerative digits, there is a differential expression of an average of 578 genes at the same post-amputation time points, with variations ranging from 156 DEGs at day 14 to 1639 DEGs at 12 hours post-injury. Overall, 2984 genes show differential expression at any given post-amputation time point. To pinpoint potential master regulators driving these differences, we conducted a transcription factor enrichment analysis (see Methods).

In regenerative digits, compared to non-regenerative ones, 52 transcription factors exhibited enrichment in up-regulated genes, as shown in Fig 6A. These transcription factors demonstrate patterns of enrichment that vary over time. Notably, at 12 hours post-amputation, HOXA11 and HOXD11 are enriched; these factors are pivotal for chondrocyte differentiation and bone development. Additionally, TBX4 and EN1, which are essential for re-establishing limb identity and growth patterns, as well as re-establishing apical ectodermal ridge (AER)-like signaling centers crucial for limb outgrowth and patterning, respectively, do not show enrichment until day 21.

**Fig 6:**
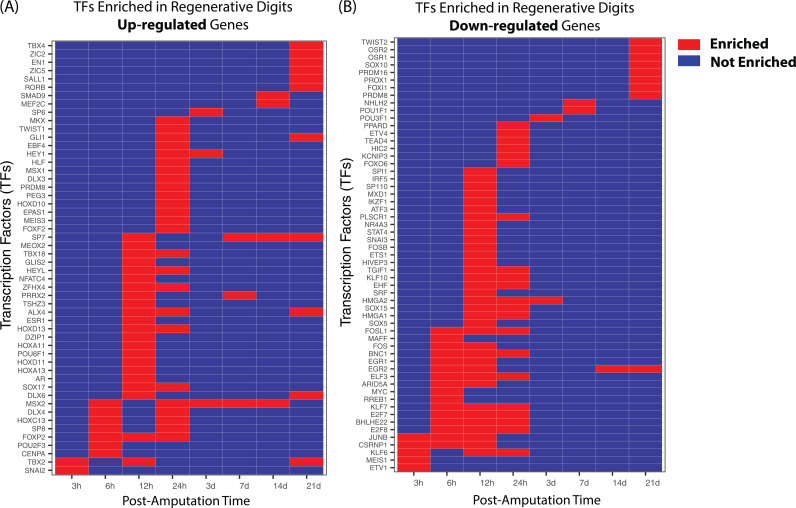
Transcription factor (TF) enrichment analysis identifying potential TFs associated with differentially expressed genes (DEGs) between regenerative and non-regenerative digits. (A) TFs whose target genes are enriched among upregulated DEGs in regenerative digits compared to non-regenerative digits. (B) TFs whose target genes are enriched among downregulated DEGs in regenerative digits compared to non-regenerative digits.

In the analysis of down-regulated genes in regenerative digits compared to non-regenerative ones, 57 transcription factors were found to be enriched (Fig 6B). Among these, JUNB, a member of the AP-1 transcription factor family, was notably enriched at early post-amputation time points (within the first 24 hours). JUNB’s target genes are down-regulated in regenerative digits during early post-amputation time points (within the first 24 hours), but this enrichment is not observed at later stages. JUNB binds the COL1A2 enhancer, driving the transcription of type I collagen, a major component of extracellular matrix deposition [30]. Studies have shown that reducing JUNB expression decreases activation of the COL1A2 enhancer and subsequent type I collagen production [30], underscoring JUNB’s role in promoting collagen overproduction, a process linked to pro-fibrotic activity. While type I collagen is crucial for structural integrity, particularly in bones where it provides a framework for mineral deposition and strength, excessive deposition is a hallmark of fibrosis. These findings suggest that in the early post-amputation period, overexpression of JUNB may negatively impact digit regeneration by promoting a fibrotic response, hindering proper tissue remodeling and repair.

### Deep learning model to impute amputation level and post-amputation time

The amputation level directly influences the likelihood of digit regeneration, with favorable outcomes typically occurring when the amputation level is under 33%, while non-regenerative outcomes are more common beyond 67%. Thus, predicting the amputation level can forecast the likelihood of regeneration. Post-amputation time serves as another critical indicator of healing progress. By leveraging transcriptomic data to predict these parameters, we can anticipate whether injured digits are likely to regenerate or follow a non-regenerative path. Predicting both post-amputation time and amputation level together enhances our understanding of digit injury recovery and informs potential interventions.

However, jointly predicting post-amputation time and amputation level presents technical challenges due to their interdependence. For instance, the transcriptomic profile at a specific post-amputation time may differ between regenerative and non-regenerative digits. To address this, we initially developed independent random forest (RF) models to identify genes associated with either post-amputation time or amputation levels (Fig 7A). We identified 149 genes that account for over 95% of the feature importance contribution of either of the random forest models. Notably, these genes were enriched in pathways related to extracellular matrix degradation, collagen degradation, and tissue organization, as well as in Gene Ontology terms such as morphogenesis of anatomical structures, tissue morphogenesis, and epithelium development (Fig 7A). Subsequently, these 149 genes were used as inputs to construct a deep learning model with two hidden layers, aiming to predict both post-amputation time and amputation levels simultaneously (Fig 7B and 7C). The deep learning model demonstrated high accuracy in predicting these parameters, achieving Spearman’s Rank correlation coefficients (Rho) of 0.87 and 0.92 for predicted versus observed amputation level and post-amputation time, respectively.

**Fig 7:**
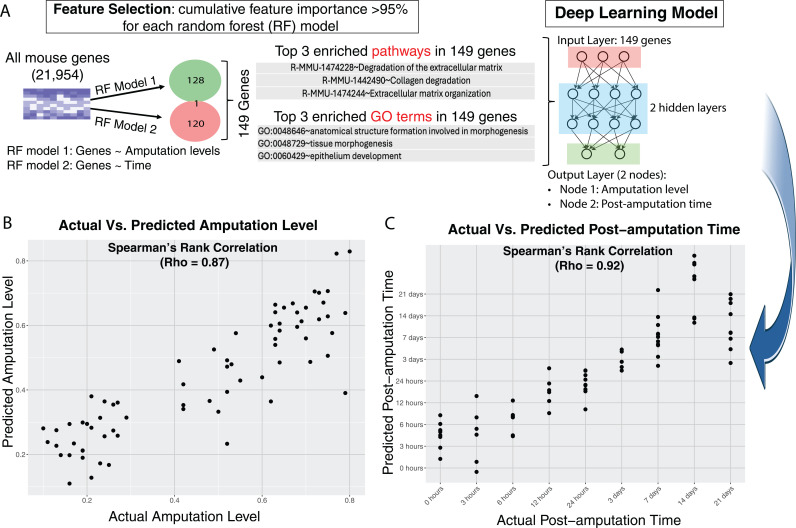
Deep learning (DL) model to impute amputation level and post-amputation time based on wound bed gene expression patterns. (A) feature selection via a random forest model; (B) Five-fold cross-validation for DL model to predict amputation level; (C) Five-fold cross-validation for DL model to predict post-amputation time.

## Discussion

The mechanisms by which amputations below 33% of the mouse distal terminal phalanx (P3) facilitate regeneration, whereas those above 67% fail to do so, are not fully understood but are essential for progressing regenerative medicine. Our study underscores the significance of initial post-amputation responses in shaping these outcomes. Specifically, (a) non-regenerative digits exhibit a substantially more intense early transcriptional response than regenerative ones, underscoring the importance of early molecular activities; (b) The initial polarization patterns of macrophages predict the potential for digit regeneration. In regenerative biology, tissue injury typically induces a biphasic macrophage response, where macrophages initially adopt a pro-inflammatory M1 phenotype, followed by a transition to an anti-inflammatory M2 phenotype that promotes tissue regeneration. However, in many cases, M1 and M2 signals overlap rather than occurring in distinct phases. This complexity arises due to the dynamic nature of the immune response, where prolonged M1 activation is often associated with fibrosis and suboptimal healing outcomes. Our results, as shown in Fig 3, demonstrate that non-regenerative digits exhibit a significantly stronger macrophage response, with both M1 and M2 macrophage signals being much higher before day 3 post-amputation compared to regenerative digits. In contrast, regenerative digits display a relatively lower macrophage response during this early phase. This pattern is clearly evident in Fig 3B and 3C. Notably, this finding suggests that non-regenerative digits initiate a much stronger immune response than regenerative digits. The heightened immune response, characterized by elevated M1 and M2 macrophage signals at early post-amputation time points, appears to be a distinguishing factor between regenerative and non-regenerative outcomes. We further analyzed the M1-to-M2 macrophage ratio, a commonly used metric to assess whether the pro-inflammatory response is dominant over the regenerative (anti-inflammatory) response. Multiple studies have suggested that a lower M1/M2 ratio is associated with successful regeneration in general regardless of tissue context [31,32]. Our findings reveal a difference between regenerative and non-regenerative digits in the early post-amputation phase, emerging at 6 hours and becoming more distinct between 12 hours and day 3 (P = 0.04; paired t-test). Within this critical window, regenerative digits display a lower M1/M2 ratio, indicating reduced inflammation, which may help create a more supportive environment for successful regeneration. By post-amputation day 7, there are no significant differences in macrophage polarization between regenerative and non-regenerative digits. This suggests that non-regenerative digits, despite failing to regenerate, still undergo wound closure, which will also need to turn off the immune response. These findings indicate that the capacity for regeneration may be determined very early post-amputation, emphasizing the early period as crucial. This insight opens a potential window for therapeutic intervention aimed at targeting these initial phases to enhance regenerative outcomes.

Bmp2, a critical component of the TGF-β superfamily, plays important role in digit formation and osteogenesis [3,4,25]. Although multiple studies suggest that Bmp2 administration can enhance bone regeneration [5,26], our findings did not reveal significant differences in Bmp2 expression between regenerative and non-regenerative digits post-amputation. This suggests that while Bmp2 can potentially enhance digit regeneration under specific conditions, it is not alone capable of converting non-regenerative responses into regenerative ones. Interestingly, genes that are significantly up-regulated in regenerative digits compared to non-regenerative ones are enriched in BMP-associated GO terms, such as Response to BMP (see Fig 4E). Further investigation also reveals that regenerative and non-regenerative digits display distinct Bmp2-associated co-expression modules. This indicates that while Bmp2 expression levels do not differ significantly between regenerative and non-regenerative digits, the regulatory context or gene regulatory networks related to Bmp2 differ substantially between these two post-amputation outcomes. This suggests a complex role for Bmp2 in influencing digit regeneration that goes beyond mere expression levels.

The capacity for digit regeneration is influenced by the level of amputation: less than 34% typically results in regeneration, more than 67% in non-regeneration, and amputation between these percentages shows variable or partial regenerative abilities. At the transcriptomic level, we investigated whether intermediate amputations exhibit a unique pattern or overlap with regenerative or non-regenerative digits. Our findings indicate that while regenerative and non-regenerative digits display distinct patterns, intermediate amputations share similarities with both, suggesting a gradual rather than binary transition in the transcriptomic landscape related to amputation level. This implies that the regenerative potential of a digit could be quantified in terms akin to “amputation level” values. Additionally, the post-amputation time serves as an indicator of the transcriptomic state of the wound. Thus, amputation level and post-amputation time are critical metrics for assessing potential outcomes (regeneration or non-regeneration) and the status of wound healing. Our AI model was trained on transcriptome data to simultaneously predict both the amputation level and post-amputation time. Notably, the prediction of amputation level is not based solely on the initial (0-hour) amputation but rather on transcriptomic data from all sampled time points. Specifically, even when analyzing a digit at post-amputation days, 7, 14 or later time points, the initial amputation level remains predictable. This suggests that the transcriptomic imprint of the initial amputation level persists over time. In conjunction with post-amputation time, these factors (initial amputation level and post-amputation time) define distinct regenerative and non-regenerative trajectories. Overall, our AI model provides deeper biological insights rather than immediate clinical applications.

The AI model has multiple potential applications. The transcriptomic AI-predicted post-amputation time provides a powerful tool for assessing how experimental perturbations influence the regenerative process, enabling researchers to determine whether an intervention accelerates regeneration by advancing the molecular “regenerative clock” or delays it by maintaining an earlier-stage transcriptomic profile. For instance, if a sample at post-amputation day 14 exhibits a transcriptomic signature resembling day 3, it suggests prolonged wound healing. This predictive capability allows for efficient evaluation of experimental conditions and their impact on tissue regeneration.

Since the initial amputation level remains predictable even at later time points, and given that the likelihood of regeneration is highly dependent on the amputation level [10], our findings suggest that early transcriptomic differences between regenerative and non-regenerative digits may serve as more effective targets for promoting regeneration. If these early molecular imprints largely determine the regenerative trajectory, interventions that modulate them could have a significant impact on regenerative outcomes. By identifying key transcriptomic signatures that distinguish regenerative from non-regenerative responses, we can develop targeted strategies to shift non-regenerative digits toward a more regenerative trajectory, potentially improving therapeutic approaches for limb and tissue regeneration. However, we acknowledge that additional validation using independent datasets or experimental confirmation of the model’s predictions would further strengthen its reliability and applicability. Future studies will focus on these aspects to enhance the robustness of our findings and their translational potential in regenerative medicine.

## Materials and methods

### Mouse distal terminal phalanx (P3) level-specific amputations comparative regenerative model

All experiments performed were approved by the University of Wisconsin-Madison Institutional Animal Care and Use Committee. A total of 53 male C57Bl/6 mice (9-10 week old) were included in the study. Animals were subjected to hindlimb bilateral distal phalanx (P3) amputation of digit 3. For every amputation, mice were anesthetized using isoflurane, the hindlimb claw was extended, and the distal phalanx and footpad was sharply dissected. A regenerating distal phalanx was created by amputating ≤33% of the ipsilateral P3 whereas a non-regenerating distal phalanx was generated by amputating > 67% of the contralateral P3. An “intermediate” regenerating digit was created by amputating 34-66% of P3. Skin wounds were allowed to heal without suturing. To confirm the length of distal phalanx was accurately removed, mouse digits were subjected to micro-computed tomography (microCT) prior to surgery and immediately after amputation. Any digit falling outside the amputation guidelines was removed from the study. Based on this criteria, 14 animals were removed from the study resulting in a final total of 39 mice (3 mice/time point). At 0h, 3h, 6h, 12h, 24h, 3d, 7d, 14d, and 21d the regenerating and non-regenerating distal phalanges were collected. Intermediate digits were collected at 0h, 24h, 14d, and 21d post-amputation. Another group of mice did not undergo amputation and digits served as the intact controls. At the time of P3 collection, digits were immediately immersed in RNAlater for 24h at 4C. The samples were then removed from RNAlater and stored at -80C until RNA-seq. Total RNAs were isolated from tissues using trizol (ThermoFisher #15596018) and chloroform phase separations followed by the RNeasy mini protocol (Qiagen #74106) with optional on-column DNase digestion (Qiagen #79254). One hundred nanograms of total RNA was used to prepare sequencing libraries using the LM-Seq (Ligation Mediated Sequencing) protocol [33]. RNA was selected using the NEB Next Poly A+ Isolation Kit (NEB #E7490S/L). Poly A+ fractions were eluted, primed, and fragmented for 7 minutes at 85°C. First strand cDNA synthesis was performed using SmartScribe Reverse Transcriptase (Takara Bio USA #639538) and RNA was removed. cDNA fragments were purified with AMpure XP beads (Beckman Coulter #A63881). The 5’ adapter was ligated and 18 cycles of amplification were performed. These final indexed cDNA libraries were quantified, normalized, multiplexed, and run as single-end reads for 65 bp on the HiSeq 2500 (Illumina, San Diego, CA).

#### MicroCT analysis.

Mice hindlimb paws were longitudinally imaged using microCT to assess digit regeneration. MicroCT provides the necessary resolution and contrast to measure digit length and volume used in the analysis. Imaging was accomplished via Siemens Inveon microCT scanner, and analysis was conducted using Inveon Research Workplace General and 3D Visualization software (Siemens Medical Solutions USA, Inc., Knoxville, TN). CT scans were acquired with the following parameters: 80 kVp, exposure time, 900 µA current, 220 rotation steps with 441 projections, ~16.5 minute scan time, bin by 2, 50 micron focal spot size, and medium magnification that yielded an overall reconstructed isotropic voxel size of 46.6 um^3^. Raw data were reconstructed using filtered back-projection and no down-sampling via integrated high-speed COBRA reconstruction software (Exxim Computing Corporation, Pleasanton, CA). Hounsfield units (HU), a scalar linear attenuation coefficient, was applied to each reconstruction to permit inter-subject comparisons. Three-dimensional images were segmented using a pixel intensity range between 300 HU (minimum) and 3168 HU (maximum) to represent bone density. Once the region of interest (ROI) was defined, the P3 volume was calculated. Sagittal digit length was also obtained by measuring twice from the distal tip to proximal edge of the P3 bone. Two blinded, independent researchers conducted the digit measurements, and their results were averaged.

### Murine bone marrow-derived macrophage isolation and treatment

Bone marrow-derived macrophages (BMDMs) were isolated and characterized from 6–8-week-old female C57BL/6 mice, following the protocol described by [34]. Mice were euthanized using CO₂ and cervical dislocation, and tibias and femurs were aseptically harvested. Bone marrow cells were flushed from the bones using a 30-gauge needle and macrophage complete medium (high glucose DMEM supplemented with 10% fetal bovine serum [FBS], 10% L929 conditioned medium, 0.1% β-mercaptoethanol, 100 U/ml penicillin, 100 U/ml streptomycin, 10 mM non-essential amino acids, and 10 mM HEPES buffer). The cells were then washed, plated at a density of 10⁶ cells/ml, and cultured for 7 days in complete medium, with medium changes every 48 hours. On day 7, naive macrophages (M0) were treated with basal medium (high glucose DMEM supplemented with 10% FBS, 100 U/ml penicillin, and 100 U/ml streptomycin). For polarization, M0 macrophages were treated in basal medium as follows:

- M1 phenotype: 20 ng/ml IFN-γ + 100 ng/ml LPS
- M2 phenotype: 20 ng/ml IL-4

After 24 hours of treatment, cells were collected for RNA isolation and performed RNA-seq.

### RNA-seq data analysis

RNA-seq Reads were mapped to the mouse genes (Ensembl v75) using Bowtie (v0.12.8) [35] allowing up to 2-mismatches and a maximum of 200 multiple hits. The gene expected read counts and TPMs were estimated by RSEM (v1.2.3) [36]. TPMs were median-by-ratio normalized [37], and replicates were merged via calculating average normalized TPMs.

### Differentially expressed genes (DEGs)

The EBSeq package [37] was used to assess the probability of gene expression (mRNAs) being differentially expressed between any two given conditions. We required that DEGs should have FDR<5% via EBSeq and >2 fold-change of “normalized read counts+1”.

### Gene Ontology (GO) enrichment analysis

Gene ontology (GO) enrichment analysis was performed using the R package (“allez”) [38]. The enrichment p-values were further adjusted by Benjamini–Hochberg (BH) multiple test correction.

### UMAP (uniform manifold approximation and projection)

To determine whether the intermediate amputated digits (amputation levels are from 34% to 67%) are more transcripomic similar to regenerative (amputation level <33%) or non-regenerative digits (amputation level >67%), we conducted a UMAP study. Considering that various factors can influence the transcriptome, we first identified differentially expressed genes between regenerative digits and non-regenerative digits at each time point. We then selected genes that were differentially expressed (FDR<5% and >2-fold changes of “normalized expected counts +1”) between these two groups at any time point. This list of genes was used to perform the UMAP across all three categories: non-regenerative digits, regenerative digits, and intermediate digits. Normalized TPM values were used for the UMAP calculation.

### Bulk RNA-seq deconvolution

We conducted a cell type deconvolution analysis using our bulk RNA-seq data to explore potential differences in cell type composition between regenerative and non-regenerative digits. The deconvolution study was performed using the Gene Expression Deconvolution Interactive Tool (GEDIT) [39], which employs reference cell type gene expression profiles to train a model for predicting cell type compositions from bulk RNA-seq data.

For this study, we selected five distinct reference datasets to train the deconvolution model:

(a) ** LM22 reference dataset**: Includes 22 immune cell types [40].
(b) **ENCODE reference dataset**: Represents 28 cell types from 106 transcript quantification files [41].
(c) **Immunostates reference dataset**: Covers 20 immune cell types [42].
(d) **Blueprint reference dataset**: Contains gene expression signatures from sorted blood cell populations [43].
(e) **Tabula Sapiens reference dataset (Blood tissue)**: A single-cell RNA sequencing (scRNA-seq) dataset characterizing blood tissue [43].

To identify the most informative signature genes within each reference dataset, GEDIT computed a signature score for each gene using entropy as the default scoring method. The final score was derived from relative entropy values across the dataset, facilitating the identification of cell-type-specific genes.

Statistical significance of cell type composition differences between regenerative and non-regenerative digits at each time point was assessed using a t-test, with p-values adjusted using the Bonferroni correction.

### Transcription factor enrichment analysis

To pinpoint the transcription factors potentially responsible for the differential gene expression between regenerative and non-regenerative digits, we conducted a transcription factor enrichment analysis. For each post-amputation time point, up-regulated and down-regulated genes (regenerative vs non-regenerative digits) were identified as those with an FDR < 5% using EBSeq [37] and exhibiting a fold-change >2 in “normalized read counts +1. We then analyzed these up-regulated and down-regulated gene sets separately to identify transcription factors whose target genes were significantly enriched within each list. ChEA3 [44] tool was used to identify potential TFs whose targets are enriched in the up or down regulated genes. In brief, ChEA3 leverages a comprehensive database of transcription factor-target interactions derived from ChIP-seq, ChIP-chip, and other sources. ChEA3 calculates the overlap between the input gene list and known transcription factor targets, assessing significance with Fisher’s Exact test. We performed transcription factor enrichment analysis for up-regulated and down-regulated genes separately. Additionally, we required that enriched transcription factors (Fisher’s Exact Test p-value <0.05) based on the up-regulated or down-regulated gene lists should themselves exhibit corresponding up- or down-regulation (FDR < 5% and >2-fold changes), aligning with the expectation that transcription factors act as activators of gene expression. This requirement ensures that the identified transcription factors are not only enriched in their targets but are also likely playing an active regulatory role in driving the observed differential gene expression patterns.

### Deep learning model to impute amputation level and post-amputation time from transcriptome data

We developed a deep learning (DL) model to predict both the amputation level and post-amputation time, leveraging its significant advantage of being able to integrate multiple outputs within a single framework. Unlike traditional machine learning approaches, such as support vector machine (SVM) [45], which require separate models for each output, deep learning model [46] can simultaneously predict multiple related parameters. This integration is particularly useful in our context, where amputation level and post-amputation time are interrelated but independent variables.

#### Feature selection.

To select the most relevant genes as features for our deep learning model, we first employed a random forest model [47]—a machine learning technique that uses an ensemble of decision trees to enhance prediction accuracy and reduce overfitting. In this case, because we had two distinct outputs, the random forest model built two separate models: one for predicting amputation levels and another for post-amputation time. This process identified 128 genes associated with amputation levels and 120 genes associated to post-amputation time, based on their importance ranking. We selected genes whose cumulative contribution exceeded 50% of the total feature importance. Interestingly, there was minimal overlap between the genes associated with the two outputs, with only one gene common to both sets. This resulted in a final list of approximately 149 genes associated with either amputation levels, post-amputation time, or both, which were then used as input features for the deep learning model.

#### Deep learning model architecture.

The deep learning model was implemented using TensorFlow [48] and Keras [49] packages. The model architecture consisted of an input layer consisting 149 nodes corresponding to the number of genes used as features, two hidden layers, and an output layer with two nodes (amputation level and post-amputation time). To optimize the model’s parameters, we implemented a systematic grid search approach. This involved testing various numbers of units in the first and second hidden layers to find the most effective configuration. Each configuration used the rectified linear unit (ReLU) [50] for the hidden layers and a linear activation function for the output layer. The optimization goal was to maximize the product of Spearman’s Rho correlations for observed versus predicted values of both amputation level and post-amputation time. We employed a 5-fold cross-validation strategy to train and evaluate the model, ensuring robust performance and generalizability.

## Supporting information

S1 Table Enriched GO terms for genes up-regulated in regenerative digits (amputation level < 33%) compared to non-regenerative digits (amputation level > 67%). Each sheet corresponds to a specific post-amputation time point.
(XLSX)

S2 Table Enriched GO terms for genes down-regulated in regenerative digits (amputation level < 33%) compared to non-regenerative digits (amputation level > 67%). Each sheet corresponds to a specific post-amputation time point.
(XLSX)

S3 Table Deconvolution analysis of bulk RNA-seq data to assess potential differences in cell type composition between regenerative and non-regenerative digits. The Excel file contains five tabs, each corresponding to a distinct reference dataset. Based on the ENCODE deconvolution reference, only ‘Smooth muscle cell of the pulmonary artery’and ‘Aortic smooth muscle cell’ showed statistically significant differences between regenerative and non-regenerative digits at post-amputation day 0 (adjusted P-value = 0.04) and day 7 (adjusted P-value = 0.015). The remaining four reference datasets did not show significant findings.
(XLSX)

S1 Fig Gene expression patterns of Bmp2 in regenerative and non-regenerative digits. (EPS)

S1 File Core python codes for the machine-learning & deep learning model. (PY)

How the deposited data were processed for this re-analysis (not part of the article)

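RNA-seq data of 29 non-regenerative digits, 12 intermediate digits and 9 bone marrow-derived macrophage cultures were processed. The non-regenerative digits were sampled at 0, 3, 6, 12 and 24 hours and 3, 7, 14 and 21 days after amputation, with 3 digits per time point and 5 at 7 days. The intermediate digits were sampled at 0 and 24 hours and 14 and 21 days, with 3 digits per time point. The macrophages were M0, M1 and M2, with 3 libraries each. Regenerative digits and the reference datasets of the deconvolution were not used here. Digits were assigned to groups, time points, amputation levels and dates from their sample labels, and replicate letters follow the labelled level within each group.

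The authors mapped single-end reads to mouse genes of GRCm38 with Bowtie and computed an expected count per gene with RSEM, which they deposited without normalization. The second kind of file holds the signal that the authors deposited as normalized TPM, which is TPM scaled between libraries by median-by-ratio normalization. Its column sums run from 786283 to 3362791, so the values are no longer plain TPM. All tables hold the same 21954 genes in the same order. In the digit tables, 26 gene names had been turned into dates, and these were restored from the transcript lists of the same tables. No column was left without a sample.

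From the expected counts, the totals per library ran from 1468749 to 13011782 in digits and from 15683424 to 27904773 in macrophages. A count of 0 allows up to 3 counts of the library's total, and intervals and this floor cover counting error only. Replicates differ by more than counting error, since the chi-square per degree of freedom between 2 replicates was between 3.05 and 411 over 55 pairs.

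Expected counts were rounded and each pair of groups was tested with edgeR 4.0.16 in R 4.3.3, using filterByExpr, TMM normalization, glmQLFit and glmQLFTest on the libraries of the 2 groups alone. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 with a more than 2-fold change of the mean normalized count plus 1. The paper used EBSeq with a false discovery rate of 5% and the same fold threshold, and EBSeq is not installed in the environment used here. M1 and M2 macrophages were compared with M0, each non-regenerative time point with 0 hours, consecutive non-regenerative time points with each other, and intermediate with non-regenerative digits at the same time. Overlaps were counted between genes called higher than at 0 hours and genes called higher in M1 or M2. Fold changes against a group whose libraries all held 3 counts or fewer were computed against 3 counts in that group's smallest library and are given as lower bounds. A 95% Wilson interval was computed for the M1 share of each overlap.

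Distances between digits were taken as 1 minus Spearman's correlation of the normalized TPM over genes with a mean of at least 1, and tested by exact permutation of the group labels within time points. Correlation with Bmp2 was computed with Spearman's rho over the 29 non-regenerative digits for genes above 0 in at least 1 of them, with a threshold of 0.5, and compared with 100 shuffles of the Bmp2 values. Random sets of 14 and 15 of these digits were drawn 100 times. The labelled amputation level and the date period were tested over all 41 digits with edgeR, with the time point or the group as a further term, and compared with 40 shuffles of the labels. Random forests (scikit-learn 1.9.0, 100 trees, 5-fold cross-validation) predicted time and level from genes with a mean normalized TPM of at least 1, and a network with 2 hidden layers of 128 and 64 units, trained for 50 epochs with batches of 10 digits, was the alternative. As in the paper's methods, genes were chosen by importance up to 50% of the total. Lists of marker genes for neutrophils, macrophages, skeletal muscle, smooth muscle, osteoblasts, osteoclasts and keratinocytes were tested with fry of limma 3.58.1 at each time point against 0 hours, with adjustment over the 54 tests. Lists of 7 textbook M1 and 7 textbook M2 markers and of genes linked to the sex chromosomes served to check the labels. The numbers in the labels of the macrophages were not used to pair libraries, since the correlation between libraries of 2 states that share a number ran from -0.1 to 0.116, and from -0.114 to 0.114 between those that do not. No pairing of digits was tested.

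Named genes follow a rule written before their values were known. It covers Bmp2, the genes shown in Fig 5B, the listed markers and, for M1, M2 and the windows 0 to 3, 3 to 6 and 6 to 12 hours, the 3 called genes with the largest rise and the 3 with the largest fall whose groups do not overlap and whose mean normalized count is at least 100. Of the genes so selected, 1 is not reported here. For the level and period fits it covers the 3 genes with the smallest adjusted p-value. Genes with placeholder names were passed over. Genes outside the rule are marked where they are named. Coordinates are from GENCODE vM21, which annotates the same build, GRCm38, in a later release than the one the authors used.

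The alternatives tried were DESeq2 1.42.0, all digits or all macrophages in 1 fit, the same with the date period as a term, an empirical Bayes negative binomial model, no filter on low counts, no fold threshold, only digits labelled above 67%, markers of only 1 of the 2 marker sets, a block for the macrophages' replicate numbers, pseudocounts of 1 and 0.1 on the log scale, centring within time points or periods, and leaving out each library or time point in turn.

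The gene tests, the list test and the correlation threshold were also run on simulated data. The distance test, the interaction fits, the predictions and the matched draws were not. Counts were drawn from the means and library sizes of the real libraries, with 200 genes changed by 2 on the log2 scale for the comparisons of 2 groups and for the period, by 1 per 10% of level for the level, and by 1 for the genes of changed lists. The changed genes were picked only above a minimum abundance, so recovery among genes with low counts was not tested. For 0 and 24 hours edgeR recovered 171 of the 200 with 15 false calls over 13420 genes, DESeq2 184 with 36, and the empirical Bayes model 143 with 26. For 0 and 3 hours edgeR recovered 119 with 6 false calls over 12562 genes, DESeq2 143 with 34, and the empirical Bayes model 115 with 99. For 14 and 21 days edgeR recovered 0 with 0 false calls over 13749 genes, DESeq2 50 with 55, and the empirical Bayes model 53 with 267. For M0 and M1 edgeR recovered 200 with 3 false calls over 12939 genes. The level fit recovered 197 with 7 false calls and the period fit 195 with 6, each over 14996 genes. The list test found 10 of 10 changed lists and no other. Spearman's rho above 0.5 recovered 200 of 200 related genes with 34 false calls among 10000. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for all other steps.

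Transcription factor enrichment and deconvolution were left out, since they rest on comparisons with regenerative digits. Gene Ontology enrichment, including that of the genes correlated with Bmp2 in non-regenerative digits, was not analysed here.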

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

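The tests on the libraries with many genes at 0, on library depth and on the date period at 21 days were chosen only after those results were seen, and the tests on other splits of the samples were set earlier.

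In the group of 5 non-regenerative digits at 7 days, replicate b stood far from the others. Its median correlation with the other digits was 0.8148, while the other 4 digits were between 0.9365 and 0.9629. It had 376 genes at 0 among the 6983 genes with a median of at least 20 CPM, against 0 to 8 in the other 4. Of 15 measures tested in this group, these 2 set a digit apart, both of them replicate b, and chance sets 1 in 20 apart. The 2 measures are related to each other and do not count as independent. The non-regenerative digit at 14 days, replicate b, in a group of 3 where no such test was made, had 56 of these genes at 0 and a median correlation of 0.8032.

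Several technical explanations for the missing genes are argued against by the tables. Fewer counts in the library were tested by thinning every other digit to the depth of the shallowest, and at most 30 of the abundant genes were then at 0. A few genes taking most of the counts would raise the share of the 10 most abundant genes, which was at most 13% in the 2 libraries and between 7.6% and 17.3% in the other digits. The authors' normalization removed none, since 0 of the genes were at 0 only in the normalized values. A mislabelled digit of another time point or group would correlate with digits of that group, but the highest correlation of either library with any digit was 0.855, while each other digit reached at least 0.912 within its own condition. A loss of molecules before amplification stays open as a candidate explanation. It predicts scattered losses and a wider spread of abundant genes, and the SD of the log2 ratios over 1862 very abundant genes was at least 1.61 in the 2 libraries and at most 0.776 in the others, while only 4 of the abundant genes were at 0 in both. No biological explanation was tested, and a difference of these 2 wounds from the others of their time points remains possible. Without replicate b at 7 days 65 genes were called higher than at 0 hours in place of 4, and without replicate b at 14 days 247 in place of 0.

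The paper does not report on the dates in the labels. Between digits of the earlier and the later period, 1234 of 14996 genes differed within groups (edgeR, adjusted p under 0.05), 463 higher and 771 lower in the earlier period. With the real dates as 1 of 41 labelings, the other 40 being shuffles within groups, only 1 labeling gave as many genes. The genes with the smallest adjusted p-values, Pdap1, Ccdc34 and Tbca, were lower in the earlier period, with log2 fold changes of -2.70, -2.61 and -2.19 (adjusted p = 2.48e-11, 5.27e-11 and 4.68e-10, edgeR). Digits of the earlier period also hold fewer counts, with a median of 5370852 (n = 24) against 9637123 (n = 17). With the total count as a term 435 genes differed and 418 of the 1234 were among them, which argues against library depth as the whole explanation. For the 816 genes that no longer differed, depth and period cannot be told apart, because the 2 go together. The count was 1161 with the amputation level as a term, 1102 without the filter on low counts, and 3028 without the 2 libraries with many genes at 0, of which 1232 are among the 1234. What happened on the dates is not stated in the paper's text. A biological difference between cohorts of mice was not tested.

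Between intermediate and non-regenerative digits at 21 days, 89 genes were called, 6 higher and 83 lower in the intermediate digits, a comparison the paper does not report. The real split was the only 1 of the 10 splits of the 6 digits to give as many. It is also the split by date period, since all 3 intermediate digits carry earlier and all 3 non-regenerative digits later dates. The date period is a candidate explanation. Of the 89 genes, 85 differed between periods in the same direction in the other groups, with an adjusted p-value under 0.05. By chance 7.3 would differ in either direction, and fewer in the same one. The same direction was found in 89 of 89. No within-period value can be had at 21 days, and the fit of all digits called 0 genes with the period as a term (169 at an unadjusted p-value under 0.05) and also without it (279), so it does not separate the 2 explanations. A difference between the amputation levels stays open, as untested apart from the period. The 89 genes fell to 0 without any 1 of the 3 intermediate digits. Without replicate a of the non-regenerative digits 9 genes were called, 4 higher and 5 lower, against 119 without replicate b and 108 without replicate c. The empirical Bayes model called 87 genes higher and 135 lower, and DESeq2 called 57 higher and 144 lower.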

How the results depend on the processing

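The results to report, the test for each, the alternatives, the rule for named genes and the marker lists were set before the data were examined. 6 alternatives were added after the results were seen, namely Bmp2 co-expression without the 2 libraries with most genes at 0 and within each date period, the level and the period fits without these 2 libraries, and the period fit with the total count as a term. The cause of a change was not tested except where the alternative's construction (fewer libraries, fewer genes, no fold threshold) shows it.

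The number of genes called higher was within 1.5-fold of 2602 in M1 and 1427 in M2 under every alternative but 1. Without the fold threshold it was 5252 and 4853, since genes with smaller changes then count. With the replicate numbers of the macrophages as a block, as in a paired design, it was 2602 in M1 and 1426 in M2. The 12 genes named for the macrophages stayed called under each of these alternatives and with each library left out.

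DESeq2 in place of edgeR called more genes in most digit comparisons, and the cause was not tested. Over the 8 consecutive windows from 0 to 3 hours to 14 to 21 days it called 205, 365, 229, 96, 715, 14, 14 and 10 genes, against 0, 13, 8, 0, 358, 0, 0 and 0 with edgeR. Against 0 hours it called 108 genes higher at 3 hours, 295 at 3 days, 127 at 7 days, 302 at 14 days and 183 at 21 days, against 0, 74, 4, 0 and 54. Between intermediate and non-regenerative digits it called 15, 155, 2 and 201 genes at 0 hours, 24 hours, 14 days and 21 days, against 0, 0, 0 and 89. The M1 overlap was then 45 at 3 hours, 223 at 6 hours, 112 at 3 days, 37 at 7 days, 55 at 14 days and 22 at 21 days, and the M2 overlap was 33 at 3 hours, 72 at 3 days, 36 at 7 days, 71 at 14 days and 42 at 21 days. The Bmp2 change at 6 hours, 1.1 on the log2 scale with edgeR (adjusted p = 0.106), was 1.14 and past the threshold with DESeq2 (adjusted p = 0.041), and its adjusted p-value over the other alternatives ran from 0.0879 without replicate b at 6 hours to 0.621 with the period as a term. DESeq2 also moved the share of called genes that were higher. That share was 28.4% against edgeR's 6.7% between intermediate and non-regenerative digits at 21 days, 70.7% against 87.1% at 21 days, 55.2% against 66.6% at 6 hours and 79.4% against 57.1% at 7 days relative to 0 hours, 59.2% against 45.8% from 24 hours to 3 days, 71.0% against 84.6% from 3 to 6 hours, and 69.0% against 100.0% from 6 to 12 hours.

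The empirical Bayes model gave 237, 436, 206, 111, 140, 63 and 47 genes in the consecutive windows other than 24 hours to 3 days. It called 73 genes higher than at 0 hours at 3 hours, 162 at 3 days, 92 at 7 days, 116 at 14 days and 82 at 21 days, and 37, 138, 17 and 222 between intermediate and non-regenerative digits at the 4 shared time points. The M1 overlap was 23 at 3 hours, 45 at 3 days, 27 at 7 days, 23 at 14 days and 8 at 21 days, and the M2 overlap 16 at 3 hours, 34 at 3 days, 25 at 7 days and 22 at 14 days. In the simulated data for 0 and 3 hours it made 99 false calls and recovered 115 of 200 changed genes. The cause of the difference was not tested.

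With all digits in 1 fit, the windows changed to 1 gene from 0 to 3 hours, 29 from 3 to 6 hours, 0 from 6 to 12 hours, 17 from 24 hours to 3 days and 2164 from 7 to 14 days. The numbers called higher than at 0 hours were 1 at 3 hours, 103 at 6 hours, 282 at 12 hours, 233 at 24 hours, 26 at 3 days, 101 at 7 days, 669 at 14 days and 24 at 21 days. Between intermediate and non-regenerative digits 1 gene was called at 24 hours and 0 at 21 days. The M1 overlap was 51 at 6 hours, 121 at 12 hours, 98 at 24 hours, 10 at 3 days, 26 at 7 days, 109 at 14 days and 2 at 21 days. The M2 overlap was 29 at 6 hours, 87 at 12 hours, 63 at 24 hours, 8 at 3 days, 26 at 7 days, 102 at 14 days and 7 at 21 days, and the ratio at 6 hours was 1.76. The number of cell marker lists past the threshold rose from 6 to 11. Adding the date period as a term gave 2 genes from 0 to 3 hours, 39 from 3 to 6 hours, 1 from 6 to 12 hours, 23 from 24 hours to 3 days and 2321 from 7 to 14 days. It gave 1 gene higher than at 0 hours at 3 hours, 100 at 6 hours, 201 at 12 hours, 231 at 24 hours, 28 at 3 days, 110 at 7 days and 765 at 14 days, and 1 gene between intermediate and non-regenerative digits at 24 hours and 0 at 21 days. The M1 overlap with this term was 51 at 6 hours, 92 at 12 hours, 99 at 24 hours, 10 at 3 days, 31 at 7 days and 130 at 14 days, and the M2 overlap 30 at 6 hours, 59 at 12 hours, 61 at 24 hours, 8 at 3 days, 27 at 7 days and 112 at 14 days. The cause of these changes was not tested.

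Without a filter on low counts, 16 genes were called from 0 to 3 hours, 116 from 3 to 6 hours, 87 from 6 to 12 hours, 50 from 12 to 24 hours and 2 from 7 to 14 days. Then 13 genes were called higher than at 0 hours at 3 hours, 132 at 3 days and 2 at 14 days. The M1 overlap was 5 at 3 hours and 53 at 3 days, and the M2 overlap 3 at 3 hours, 33 at 3 days and 2 at 14 days. The cause was not tested.

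Without the fold threshold, 1470 genes were called higher than at 0 hours at 12 hours and 1286 at 24 hours. With the marker sets enlarged as well, the M1 overlap was 280 at 6 hours, 743 at 12 hours, 626 at 24 hours, 1 at 7 days and 7 at 21 days, and the M2 overlap 324 at 6 hours, 847 at 12 hours, 747 at 24 hours, 29 at 3 days and 28 at 21 days. The M1/M2 ratio fell to 0.86 at 6 hours, 0.88 at 12 hours and 0.84 at 24 hours, on the other side of 1. The enlarged sets held 5252 and 4853 genes in place of 2602 and 1427. Crossing 1 is therefore not by itself a reversal, and no matched draws were made for the enlarged sets. With genes in both marker sets left out the ratio was 1.83 at 12 hours, 2.08 at 24 hours and 3.0 at 3 days. Among digits labelled above 67%, 2 genes were called from 24 hours to 3 days and 1 from 7 to 14 days. From 24 hours to 3 days this is the same fit as without replicate a at 24 hours, and for intermediate against non-regenerative digits it is the fit without replicate a at 24 hours and at 14 days and leaves out none at 21 days, so it is no separate check of the level there. This alternative could not be run for any comparison with the non-regenerative digits at 0 hours, since only 1 of them is labelled above 67%, nor for windows with fewer than 2 such digits on a side. The M1/M2 ratio has no value at 3 hours and 14 days with edgeR.

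Leaving out 1 library at a time changed most counts of the digits. The windows ran from 0 to 84 genes for 0 to 3 hours (highest without replicate a at 0 hours), from 0 to 186 for 3 to 6 hours (highest without replicate c at 3 hours), from 0 to 181 for 6 to 12 hours (highest without replicate a at 6 hours), and from 0 without replicate c at 24 hours to 683 without replicate b at 3 days for 24 hours to 3 days. The other 4 windows stayed at 0. Without replicate a at 0 hours, the digits at 0 hours carry later dates and those at 3 and 12 hours earlier ones. The 84 genes of the first window, and the 28 at 3 hours and 1096 at 12 hours given next, therefore cannot be told apart from the period. Genes called higher than at 0 hours ran from 0 to 28 at 3 hours (highest without replicate a at 0 hours), from 95 without replicate c at 0 hours to 442 at 6 hours, from 566 without replicate c at 0 hours to 1096 at 12 hours, from 37 without replicate b at 0 hours to 155 without replicate b at 3 days, from 0 to 65 at 7 days (highest without replicate b at 7 days), from 0 to 247 at 14 days (highest without replicate b at 14 days), and from 3 without replicate c at 0 hours to 68 at 21 days. Between intermediate and non-regenerative digits the counts ran from 0 to 2 at 0 hours, from 0 to 652 at 24 hours (highest without replicate a of the intermediate digits, their only one with a date of the earlier period) and from 0 without any 1 of the 3 intermediate digits to 119 without replicate b of the non-regenerative digits at 21 days.

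The M1 overlap ran from 0 to 13 at 3 hours, 39 to 165 at 6 hours, 205 to 369 at 12 hours, 11 to 62 at 3 days, 0 to 21 at 7 days, 0 to 41 at 14 days and 0 to 6 at 21 days. The M2 overlap ran from 0 to 14 at 3 hours, 20 to 116 at 6 hours, 147 to 258 at 12 hours, 6 to 40 at 3 days, 0 to 21 at 7 days, 0 to 53 at 14 days and 1 to 18 at 21 days. The lowest values at 6 hours came without replicate c at 0 hours, those at 3 days without replicate b at 0 hours, and the highest at 3, 7 and 14 days without replicate b of the same day. The M1/M2 ratio ran from 1.23 to 1.95 at 6 hours (highest without replicate b at 0 hours) and from 0 to 0.5 at 21 days. The number of cell marker lists past the threshold ran from 0 without replicate a at 0 hours to 8 without replicate b at 3 days.

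Directions reversed where the change itself was near 0. The Bmp2 change from 0 hours ran from -0.19 to 0.03 at 3 days (positive without replicate b at 3 days), from -0.45 to 0.19 at 14 days (positive without replicate b at 14 days) and from -0.078 without replicate a at 21 days to 0.11 at 21 days, and its difference between intermediate and non-regenerative digits at 24 hours from -0.18 to 0.12. The median change of the macrophage list at 24 hours ran from -1.07 without replicate c at 24 hours to 0.15 without replicate b at 24 hours. The distance between intermediate and non-regenerative digits beyond that within groups ran from -0.0316 without replicate c of the intermediate digits at 14 days to 0.0969 without replicate a of the non-regenerative digits at 14 days, which was the only one of 24 such values past the threshold (exact permutation test, p = 0.0189). Without non-regenerative replicate b at 14 days, which lies far from the other digits, it was 0.00936 (exact permutation test, p = 0.284). With Pearson's correlation or with every gene above 0 it stayed positive and short of the threshold.

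For Bmp2 co-expression, 445 genes passed 0.5 among genes above 0 in every library, where fewer genes are tested. After centring within time points 311 genes passed with a pseudocount of 1 and 407 with 0.1. Only the digits of the earlier period gave 1283 and only those of the later one 1205. Without the 12-hour digits the number was 372, without the 14-day digits 1018 and without the 3-hour digits 1153. The count was within 1.5-fold of 672 under the other alternatives. Chance alone spreads rho more widely when fewer digits are used, so the counts of smaller sets are not on the same footing.

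The amputation level gave 1 gene with the date period as a term and 0 otherwise. The period fit gave 435 genes with the total count as a term and 3028 without the 2 libraries with most genes at 0, against 1234. The predicted level followed the labelled level with a rho of 0.359 when genes were chosen within each training fold and 0.193 with the network, against 0.781, and the predicted time with 0.59 with the network, against 0.783.

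Among the other results, 26 gene results and 9 list results, the named genes lost their call in 48 alternatives, spread over 8 of them, and the lists lost theirs in 28, spread over 6. The 8 genes are those of the windows from 3 to 6 and 6 to 12 hours. At 3 hours replicate c holds only 1468749 counts. Without it 0 genes were called from 0 to 3 hours as well, but 1960 had an unadjusted p-value under 0.05, more than with it. From 3 to 6 hours 186 genes were called without it, against 13 with it. The simulated data for 0 and 3 hours, which include its depth, recovered 119 of 200 changed genes, against 171 for 0 and 24 hours. Its depth may therefore limit these comparisons, and was not tested apart from its other differences. For 14 and 21 days the simulated data gave 0 calls for 200 changed genes.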

Differences from the paper's values

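The paper's figures give counts of differentially expressed genes that were read by eye. The paper's number of genes for 0 to 3 hours is about 600 in Fig 2A, read by eye, against 0 here, where 1362 genes had an unadjusted p-value under 0.05. For 3 to 6 hours it is about 670 in Fig 2A against 13, and for 12 to 24 hours about 180 in Fig 2A against 0, where 1206 genes had an unadjusted p-value under 0.05. For 7 to 14 days it is about 130 in Fig 2A against 0 (1098 at an unadjusted p-value under 0.05) and for 14 to 21 days about 150 in Fig 2A against 0 (451 at an unadjusted p-value under 0.05). None of the alternatives set before the data were examined closed the gap for these 5 windows. The nearest for 0 to 3 hours was the empirical Bayes model with 237, which gave 436 for 3 to 6 hours and 111 for 12 to 24 hours. For 7 to 14 days the alternatives lay on both sides of the paper's value, with 63 in the empirical Bayes model and 2164 with all digits in 1 fit. For 14 to 21 days the highest was 47, in the empirical Bayes model.

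For 6 to 12 hours the paper's value is about 300 in Fig 2A, read by eye, against 8. DESeq2 gave 229 and the empirical Bayes model 206, and the other alternatives did not reach it. For 24 hours to 3 days the paper's value is about 0 in Fig 2A, read by eye, against 358, and among the alternatives only the fit without replicate c at 24 hours gave 0. For 3 to 7 days it is about 95 in Fig 2A, read by eye, against 0 (167 at an unadjusted p-value under 0.05), and only the empirical Bayes model, with 140, came within 1.5-fold.

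The legend of Fig 3 gives intact controls as the reference and the paper's text the time of amputation. The values here are relative to 0 hours, so the comparison with Fig 3B, Fig 3C and Fig 3D holds only if the figure uses that reference. The paper's M1 overlaps in non-regenerative digits are about 39 at 3 hours, about 100 at 3 days, about 61 at 7 days, about 68 at 14 days and about 17 at 21 days in Fig 3B, read by eye. The values here were 0, 28, 0, 0 and 4. DESeq2 gave 45, 112, 55 and 22 at 3 hours, 3 days, 14 days and 21 days, within 1.5-fold of the paper's, and the other alternatives did not. At 7 days none of the alternatives set before the data were examined closed the gap, and DESeq2 gave 37. At 3 hours 1362 genes and at 14 days 1044 genes differed from 0 hours at an unadjusted p-value under 0.05.

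The paper's M2 overlaps are about 24 at 3 hours, about 59 at 3 days, about 46 at 7 days, about 67 at 14 days and about 32 at 21 days in Fig 3C, read by eye. The values here were 0, 18, 3, 0 and 14. DESeq2 gave 33, 72, 36, 71 and 42, each within 1.5-fold of the paper's. The empirical Bayes model did so at 3 hours with 16, the fit without replicate b at 3 days did so there with 40, the fit without replicate b at 14 days did so there with 53, and dropping the fold threshold did so at 21 days with 28. The other alternatives did not. At 6, 12 and 24 hours neither overlap differed by more than 1.5-fold from the paper's.

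The paper's M1/M2 ratio at 7 days is about 1.3 in Fig 3D, read by eye, against 0 here. DESeq2 gave 1.03, all digits in 1 fit 1.0, the same with the date period 1.15, the empirical Bayes model 1.1 and the fit without replicate b at 7 days 1.0, all within 1.5-fold, and the other alternatives did not. At 21 days it is about 0.53 in Fig 3D, read by eye, against 0.29. DESeq2 gave 0.52, all digits in 1 fit with the date period 0.38, the empirical Bayes model 0.44, the fit without M0 replicate 1 gave 0.4 and the fit without replicate a of the 21-day digits 0.5. The other alternatives did not come within 1.5-fold.

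The paper states that non-regenerative digits had their burst of differentially expressed genes in the first 12 hours. Here the single window with most called genes was 24 hours to 3 days, with 358, and it was again so with DESeq2 (715) and the empirical Bayes model (520). The 3 windows of the first 12 hours together held more than that with DESeq2 (205, 365 and 229) and with the empirical Bayes model (237, 436 and 206), and fewer with edgeR (0, 13 and 8). The ranking changed with other alternatives. From 24 hours to 3 days, all digits in 1 fit gave 17 genes and 23 with the date period, and 7 to 14 days then held most, with 2164 and 2321. Both libraries with many genes at 0, replicate b at 7 days and replicate b at 14 days, belong to that last window. Their part in its count was not tested. The window from 24 hours to 3 days held 2 genes among digits labelled above 67%, which is the same fit as without replicate a at 24 hours, and 0 without replicate c at 24 hours (2000 at an unadjusted p-value under 0.05). The paper defines non-regenerative digits by an amputation level above 67%, while 12 of the 29 labels analysed here give 67% or less.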

Other observations

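The tests on the relative size of the marker sets, on genes in both of them, on the order of the Bmp2 values and on the 2 libraries with many genes at 0 were chosen only after those results were seen, and the other tests below were set earlier.

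For each comparison of 2 groups, every split of the same samples into groups of the same sizes was tested (10 splits for 3 against 3, which cannot give a share under 0.05, and 56 for 3 against 5). For M1 and for M2, 1 of the 10 splits gave as many higher genes, the real one. For the windows of the non-regenerative digits, 1 of 10 splits gave as many genes from 3 to 6 hours, from 6 to 12 hours and from 24 hours to 3 days. Where no gene was called, all splits give as many by construction, which says nothing for or against the result, namely 10 of 10 from 0 to 3 hours, from 12 to 24 hours and from 14 to 21 days, and 56 of 56 from 3 to 7 and from 7 to 14 days. For genes called higher than at 0 hours, 1 of 10 splits gave as many at 6 hours, 12 hours, 24 hours and 21 days, 2 of 10 at 3 days, 10 of 10 by construction at 3 hours and 14 days, and 1 of 56 at 7 days, where this argues against a chance split. Between intermediate and non-regenerative digits it was 10 of 10 at 0 hours, 24 hours and 14 days, again by construction. The split at 3 days that follows the date period gave 411 genes, 282 of them higher, against 96 for the real one, and the fit of all digits called 28 genes higher with the period as a term and 26 without it, against 74 in the 6 digits alone. The splits that follow the period between intermediate and non-regenerative digits gave 282 genes at 0 hours, 185 at 24 hours and 0 at 14 days, against 0 for the real splits. At 6 hours, 24 hours and 7 days against 0 hours they gave 25, 23 and 0, and from 7 to 14 days 0.

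Bmp2 was not called at any time point of the non-regenerative digits relative to 0 hours. Its log2 fold change was 0.58 at 3 hours, 1.1 at 6 hours, 0.79 at 12 hours, 0.55 at 24 hours, -0.08 at 3 days, -0.94 at 7 days, -0.09 at 14 days and 0.01 at 21 days, with adjusted p-values (edgeR) of 0.661, 0.106, 0.04, 0.143, 0.938, 0.999, 0.949 and 0.999. The change at 12 hours passed the adjusted p-value but not the fold threshold. Between intermediate and non-regenerative digits it was 0.26 at 0 hours, -0.06 at 24 hours, 0.64 at 14 days and 0.42 at 21 days (adjusted p = 0.993, 0.939, 0.889 and 0.405, edgeR).

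The M1/M2 ratio of the non-regenerative digits was compared with 10000 random draws of as many genes matched on abundance, because the 2 marker sets differ in size. The draws had a median ratio of 1.90 at 6 hours, 1.89 at 12 hours and 1.88 at 24 hours, above the observed 1.34, 1.37 and 1.48. A ratio as low was drawn 27 times at 12 hours, outside the middle 95% of the draws (1.52 to 2.4). With 1 library left out the 12-hour ratio stayed between 1.32 and 1.48, but with all digits and the date period in 1 fit it was 1.56. Apart from that fit, this argues against the relative size of the sets as the whole explanation at 12 hours. At 6 hours a ratio as low was drawn 219 times, just outside the middle 95% (1.35 to 2.81). There it ran from 1.23 to 1.95 with 1 library left out and was 1.76 with all digits in 1 fit. The 6-hour value therefore does not decide the question. At 24 hours a ratio as low was drawn 339 times, inside the middle 95% of the draws. The 24-hour ratio may follow from the relative size of the sets. Without the genes in both marker sets the ratio was 1.83 at 12 hours, but taking the same genes from both counts moves any ratio above 1 further from 1, so this value says nothing about their part in it. A ratio above 1 in these counts therefore does not by itself show more M1 than M2 markers than the sizes of the sets give.

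The M1 and M2 marker sets share 644 genes, and both were called against the same 3 M0 libraries. In 20 simulated pairs of groups with unrelated changes and shared M0 libraries, from 225 to 275 genes were called higher in both, and in unchanged groups at most 0. The observed 644 is thus more than unrelated changes give. The simulated groups were drawn around the mean of these same M0 libraries, which leaves out any error of M0 that both comparisons share. The simulation therefore cannot decide whether the shared M0 libraries add to the overlap. Responses that the 2 treatments have in common remain an untested biological explanation. Time in culture stays open as well, untested, because the labels give no time for M0 and the paper describes M0 in different ways.

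Marker lists were tested for the rise of genes at 6, 12 and 24 hours. The neutrophil list rose by a median of 2.74, 4.31 and 4.79 on the log2 scale at 6, 12 and 24 hours, with 6 of 6, 8 of 8 and 7 of 7 tested genes higher, and the largest of the 3 adjusted p-values was 0.0276 (fry). With the 1 gene at the floor at 0 hours set to its bound, the medians did not change. More neutrophils in the wound bed may therefore account for part of the rise. S100a9, S100a8 and Mmp9 were at 209, 101 and 210 CPM at 24 hours, while Ngp, Camp, Ltf and Elane of the same list stayed at 1.54 or less, and 5 of the 12 genes were above 3 counts in every digit at 0 hours, so higher expression in other cells of the wound is not excluded. With all digits in 1 fit the adjusted p-value at 6 hours was 0.155, and with 1 digit left out the list lost its threshold in 5 of 6 fits at 6 hours (median 1.48 without replicate a at 6 hours), 4 of 6 at 12 hours and 3 of 6 at 24 hours. More macrophages in the wound bed cannot be told apart from no change, since the macrophage list moved by -0.67, 0.28 and -0.16 with a smallest adjusted p-value of 0.267 (fry) and members that went both ways. Of its 12 genes, 11 were above 3 counts in every digit at 0 hours and 1 is in another list. A lower share of one main tissue would raise all other lists alike, but the medians of the neutrophil and macrophage lists were at least 3.41 apart at the 3 time points, more than the spread within either list, which argues against it.

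At the other time points the neutrophil list passed the threshold at 7 days (median 2.98, adjusted p = 0.0304, fry), and the osteoclast list passed it at 14 days (median 3.90) and 21 days (median 3.07, or 2.46 with 1 gene at its bound), with an adjusted p of 0.0219 at both (fry, 3 genes tested, 3 higher). With 1 digit left out the neutrophil list lost its threshold in 6 of 8 fits at 7 days (median 1.94 without replicate b at 0 hours) and the osteoclast list in 3 of 6 at 14 days and 5 of 6 at 21 days, and with all digits in 1 fit the neutrophil list at 7 days had an adjusted p of 0.338, while the osteoclast list stayed past it at 14 and 21 days. Of its 7 genes 5 are M1 or M2 markers. With each time point and 0 hours fitted alone, the keratinocyte, osteoblast, skeletal muscle and smooth muscle lists did not pass at any time point. Their smallest adjusted p-values were 0.663, 0.337, 0.599 and 0.151 (fry). With all digits in 1 fit some of these lists did pass. The tests past the threshold there outnumbered those of the neutrophil, macrophage and osteoclast lists. The smooth muscle list moved between -1.33 and 0.50 in its median. The splits were compared by the number of lists at an unadjusted p-value under 0.05 (fry), which was 0 at 3 hours, 1 at 6 and 12 hours, 2 at 24 hours, 3 at 3 and 7 days and 2 at 14 and 21 days, so that it counts lists short of the adjusted threshold too, and at 3 days none was past that one. As many were found in 10 of 10 splits at 3 hours (by construction), 3 of 10 at 6 hours, 4 of 10 at 12 hours, 1 of 10 at 24 hours, 3 days, 14 days and 21 days, and 1 of 56 at 7 days. Whether the change of any list from 0 hours differed between intermediate and non-regenerative digits was tested at 24 hours, 14 days and 21 days, and the smallest adjusted p-value was 0.606 (fry).

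The 672 genes correlated with Bmp2 in non-regenerative digits were tested against several explanations. A chance order of the Bmp2 values is argued against, since 0 of 100 shuffles gave as many. The 2 libraries with many genes at 0 are argued against as the source, since 812 genes passed without them. The date period is argued against as the whole explanation, since 51.5% of the genes stayed after centring within periods. Differences between time points remain a candidate explanation, since only 10.7% of the genes stayed after centring within time points. The sampling of few digits remains one as well. Random sets of 14 and 15 of the non-regenerative digits gave a median of 1402.5 genes (518 to 2493), and 2 such sets shared a median of 232.5 genes (46 to 333), or 20.5% of the smaller list (8.3% to 30.7%). The paper's 42 genes shared by its lists of 294 and 626 genes are 14.3% of the smaller one, and 11 of the 100 pairs of random sets shared as small a percent or less, while 0 of them shared as few as 42 genes. The regenerative list was not computed here, and its digits differ in number from these sets. The paper's lists are also shorter than the median list of the random sets, and longer lists share a larger percent by chance. The percentages are therefore not on the same footing.

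Without the date period as a term, the labelled amputation level was related to 0 of 14996 genes within time points over the 41 digits (edgeR). Of these genes, 1244 had an unadjusted p-value under 0.05. With 0 genes for the real levels, 41 of 41 labelings give as many by construction, so the shuffles say nothing here. The genes with the smallest adjusted p-values were Exosc6 (0.134), Ptch1 (0.134) and Pmepa1 (0.185, edgeR). With the date period as a term 1 gene passed, with 811 at an unadjusted p-value under 0.05. Among non-regenerative digits alone 0 genes passed, with 236 at an unadjusted p-value under 0.05. Whether the change from 0 hours differed between intermediate and non-regenerative digits was tested with an interaction term. At 24 hours, 14 days and 21 days 0 genes passed, with 452, 1581 and 190 at an unadjusted p-value under 0.05, and 41 of 41 labelings again give as many by construction. The level fit recovered 197 of 200 genes changed by 1 on the log2 scale per 10% of level in simulated data. In the real digits the fitted changes per 10% were 2.83 for Exosc6, -0.38 for Ptch1 and 0.27 for Pmepa1. Changes smaller than 1 were not simulated, so whether the fit would find them is not known.

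A random forest predicted time and level of the 41 digits in 5-fold cross-validation, as a test of whether choosing genes on the libraries that are later predicted inflates the result. For time the rho of predicted and actual rank was 0.783 with genes chosen on all digits and 0.778 with genes chosen within each training fold, and 0 of 100 shuffles of the labels reached 0.783 (median 0.535, highest 0.711), which argues against that explanation. For level the rho was 0.781 and 0.359, and 4 of 100 shuffles reached 0.781 (median 0.626, highest 0.818). Choosing genes within each training fold removes the choice on the predicted libraries, so the fall from 0.781 to 0.359 shows that this choice inflates the level's rho. The shuffles also gave a high rho by that choice alone. Whether the remaining 0.359 reflects a true relation cannot be told, because the shuffles were not made with genes chosen within folds. Group membership alone may explain the remaining 0.359. Among the 29 non-regenerative digits the rho was 0.772 with genes chosen on all of them and 0.212 within folds. There 13 of 100 shuffles reached 0.772 (median 0.675).

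The labels were checked against genes linked to the Y chromosome. They were at 26.9 CPM or more in each of the 41 digits, from male mice, and between 2.15 and 10.4 in the 9 macrophage libraries, from female mice, which argues against swapped sex or tissue. The source of the reads on these genes in the macrophage libraries was not tested. The check therefore rests on the gap between 10.4 and 26.9 CPM.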
